# Nuclear Lamin B1 Interactions With Chromatin During the Circadian Cycle Are Uncoupled From Periodic Gene Expression

**DOI:** 10.3389/fgene.2019.00917

**Published:** 2019-10-03

**Authors:** Annaël Brunet, Frida Forsberg, Qiong Fan, Thomas Sæther, Philippe Collas

**Keywords:** circadian rhythm, lamin B, lamina-associated domain, oscillation, period

## Abstract

Many mammalian genes exhibit circadian expression patterns concordant with periodic binding of transcription factors, chromatin modifications, and chromosomal interactions. Here we investigate whether chromatin periodically associates with nuclear lamins. Entrainment of the circadian clock is accompanied, in mouse liver, by a net gain of lamin B1–chromatin interactions genome-wide, after which the majority of lamina-associated domains (LADs) are conserved during the circadian cycle. By tailoring a bioinformatics pipeline designed to identify periodic gene expression patterns, we also observe hundreds of variable lamin B1–chromatin interactions among which oscillations occur at 64 LADs, affecting one or both LAD extremities or entire LADs. Only a small subset of these oscillations however exhibit highly significant 12, 18, 24, or 30 h periodicity. These periodic LADs display oscillation asynchrony between their 5′ and 3′ borders, and are uncoupled from periodic gene expression within or in the vicinity of these LADs. Periodic gene expression is also unrelated to variations in gene-to-nearest LAD distances detected during the circadian cycle. Accordingly, periodic genes, including central clock-control genes, are located megabases away from LADs throughout circadian time, suggesting stable residence in a transcriptionally permissive chromatin environment. We conclude that periodic LADs are not a dominant feature of variable lamin B1–chromatin interactions during the circadian cycle in mouse liver. Our results also suggest that periodic hepatic gene expression is not regulated by rhythmic chromatin associations with the nuclear lamina.

## Introduction

Thousands of mammalian genes exhibit autonomous oscillatory patterns of expression concordant with the circadian (24 h) rhythm (Hastings et al., 2018). The circadian rhythm is governed by central and peripheral clocks, respectively in the nervous system and in individual organs including adipose tissue, lungs and liver, controlled by transcriptional and translational negative feedback loops (Takahashi, 2017). The core clock is regulated by the CLOCK and BMAL1 transcription factors (TFs) which drive expression of clock-controlled genes including *Per*, *Cry*, *Nr1d1/Nr1d2* (encoding REV-ERB alpha/beta proteins, respectively), and *Ror* genes (encoding ROR alpha/beta/gamma), by binding to E-boxes in their promoters. The PER-CRY repressor complex inhibits activity of CLOCK–BMAL1, lowering transcription of *Per* and *Cry* and generating a negative feedback loop. RORs and REV-ERBs act as activators and repressors, respectively, of *Arntl* (also called *Bmal1*) and other clock genes, driving their rhythmic transcription. Stability of PER and CRY proteins is regulated by post-translational modifications leading to their time-dependent degradation, enabling a new cycle of CLOCK–BMAL1-driven gene expression.

Circadian binding of TFs and chromatin modifiers to promoters and enhancers generates rhythmic chromatin modifications and remodeling (Koike et al., 2012; Masri et al., 2014; Zhang et al., 2015; Kim et al., 2018). In mouse liver, histone H3 lysine 4 trimethylation (H3K4me3) levels oscillate at promoters of circadian genes (Vollmers et al., 2012; Aguilar-Arnal et al., 2015), while rhythmic H3K4me1 and H3K27 acetylation (H3K27ac) levels define oscillating enhancers (Koike et al., 2012; Vollmers et al., 2012; Fang et al., 2014; Takahashi, 2017). Recruitment to chromatin of the sirtuin SIRT1, a histone deacetylase (HDAC) involved in circadian control of metabolism (Nakahata et al., 2008; Masri et al., 2014), is under influence of oscillatory levels of metabolites (Aguilar-Arnal et al., 2015) and provides a molecular link between metabolism, chromatin and circadian rhythms. Periodic recruitment of HDAC3 to chromatin also regulates circadian rhythms (Feng et al., 2011). These oscillatory cistromes and chromatin modifications raise the possibility that other chromatin-linked processes also show rhythmic patterns. Indeed, periodic promoter–enhancer interactions regulate and connect circadian liver gene expression networks (Aguilar-Arnal et al., 2013; Xu et al., 2016; Kim et al., 2018; Mermet et al., 2018). Thus, circadian-dependent changes in chromatin topology contribute to shaping the nuclear landscape (Yeung and Naef, 2018).

Dynamic interactions of chromatin with the nuclear lamina, a meshwork of A-type lamins [lamins A and C (LMNA and LMNC)], products of the *Lmna* gene, and B-type lamins [lamins B1 and B2 (LMNB1 and LMNB2)], encoded by the *Lmnb1* and *Lmnb2* genes respectively, at the nuclear periphery (Burke and Stewart, 2013) also constitute one mechanism of regulation of gene expression (van Steensel and Belmont, 2017). Interestingly, A- and B-type lamins are not only found at the nuclear periphery, where the nuclear lamina is located, but also in the nucleoplasm where interactions with chromatin have been reported to also occur (Naetar et al., 2017; Pascual-Reguant et al., 2018). Regions of chromatin interacting with lamins, so-called lamina-associated domains (LADs), are typically heterochromatic and relatively well conserved between cell types (Peric-Hupkes et al., 2010). However, other LADs are variable and altered during differentiation (Peric-Hupkes et al., 2010; Rønningen et al., 2015; Poleshko et al., 2017; Paulsen et al., 2019). It remains however unclear to what extent variable LADs arise and disappear as a consequence of regulatory mechanisms or through random interactions of chromatin with nuclear lamins. Whether individual loci or broader domains such as LADs display oscillatory interactions with nuclear lamins has also to our knowledge not been addressed.

Scarce evidence links the nuclear envelope to circadian gene expression. HDAC3, a component of the clock negative feedback loop (Shi et al., 2016) and a regulator of lamina-associated genes (Demmerle et al., 2013), interacts with the inner nuclear membrane proteins TMPO/lamina-associated polypeptide 2β (Somech et al., 2005) and emerin (Demmerle et al., 2013). The clock regulators SIRT1 and SIRT6 deacetylases interact with LMNA (Liu et al., 2012; Ghosh et al., 2015) at the nuclear lamina, where they modulate histone acetylation and gene expression. *In vitro*, BMAL1 expression seems to be modulated by MAN1, another protein of the inner nuclear membrane, through MAN1 binding to the *ARNTL* (also called *BMAL1*) promoter (Lin et al., 2014). Lastly, in a human colon cancer cell line, a handful of circadian genes have been shown to rhythmically interact with the nuclear lamina, regulating their transcription (Zhao et al., 2015). These observations suggest that nuclear lamins may contribute to the regulation of circadian gene expression. However, whether chromatin exhibits genome-scale periodic associations with the lamina has not been examined.

Here, we determined whether chromatin exhibits periodic interactions with LMNB1 after entrainment of the circadian clock in mouse liver. We opted to examine this feature of genome organization in the liver because it is highly responsive to entrainment of the circadian clock at the metabolic level and as such is the most studied organ in investigations of circadian control of transcriptional regulation (Takahashi, 2017) and spatial chromatin conformation (Aguilar-Arnal et al., 2013; Kim et al., 2018). We show that periodic lamin B1–chromatin interactions are not a dominant feature of LADs during the circadian cycle and are uncoupled from periodic gene expression. Our data strongly suggest that periodic gene expression is not under direct regulation of rhythmic association of chromatin with the nuclear lamina.

## Materials and Methods

### Mice

Wild-type C57Bl/6 male mice (Jackson Laboratories) were housed in 12 h light/12 h dark cycles with lights on at 6 am and lights off at 6 pm. Mice were kept off chow for 24 h, refed *ad libitum* at circadian time CT0 (6 am) and sacrificed at CT6, 12, 18, 24, and 30 h (n = 7 mice per CT). Non-synchronized (NS) mice (n = 7) were sacrificed at 12:00 noon on the day prior to food restriction. Livers were collected from all mice, partitioned and snap-frozen in liquid nitrogen. Procedures were approved by the University of Oslo and Norwegian Regulatory Authorities (approval No. 8565).

### RNA-Sequencing and Gene Expression Analysis

Total RNA was isolated from livers of five mice at each CT using the RNeasy Mini Kit (Qiagen). RNA (1 μg) was reverse-transcribed (BioRad Laboratories) and analyzed by qPCR using IQ SYBR green (BioRad Laboratories), *Eif2a* as reference and primers listed in **Supplementary Table S1** (n = 5 mice per CT). RNA was also processed to prepare RNA-sequencing (RNA-seq) libraries (TruSeq Stranded mRNA Library Prep Kit; Illumina; n = 3 mice per CT) which were sequenced on an Illumina HiSeq2500. RNA-seq reads were processed with Tuxedo (Trapnell et al., 2010). TopHat v2.10 was used to align reads with no mismatch against the mm10 genome (Langmead and Salzberg, 2012). Transcript level was estimated using cufflinks v2.2.1 and differential gene expression determined using cuffdiff v2.2.1 (Trapnell et al., 2010). Gene expression plots show mean ± SD relative expression levels (for RT-qPCR data) or FPKM (fragments per kilobase of exon model per million reads mapped; RNA-seq data) at each CT, as indicated, with single data points. A gene was ascribed to a LAD if its transcription start site overlapped with the LAD.

### MetaCycle Analysis

We used MetaCycle (Wu et al., 2016) to identify genes with periodic expression patterns. MetaCycle measures the goodness-of-fit between RNA-seq, FPKM, and theoretical cosine curves with varying periods and phases. The extrapolated periodic function best fitting the RNA-seq data is selected and the significance of a given periodicity is determined by assigning *P* values after scrambling FPKM values. MetaCycle was applied to the entire range of CTs in the study (30 h). To fit RNA-seq data with periodic functions, MetaCycle normalizes FPKM values by computing z-scores. Our time series data are integer intervals with even sampling and do not include missing values. Given the features of our time series data, MetaCycle incorporated both the JTK_CYCLE (JTK) and the Lomb-Scargle (LS) methods for periodic signal detection. Based on our data and time resolution, available period values are integers (0, 6, 12, 18, 24, 30, and 36 h) for JTK and real numbers ranging from 12 to 48 h for LS. Periods are the mean of JTK and LS period values. Thus we focused our analyses on oscillations with 12, 18, 24, and 30 h periods, each ± 3 h, i.e. half the time resolution in our study. Moreover, the restricted 12 ± 3 h period group was not able to distinguish groups of 12 h periodic genes oscillating in positive (Φ_π/2) or negative (Φ_−π/2) quadrature of phase, but only those oscillating in phase or opposition of phase. MetaCycle was also applied to identify periodicity in LAD coverage (see below).

### Liver Extracts and Immunoblotting

Mouse liver samples were homogenized in ice-cold phosphate buffered saline (PBS) with 1× protease inhibitor cocktail (Sigma-Aldrich) and 1 mM phenylmethylsulfonide fluoride (PMSF; Sigma-Aldrich), using a Dounce tissue grinder with an A-type glass pestle, followed by centrifugation at 200 g for 5 min at 4°C. Supernatants were discarded, and pellets washed once in ice-cold PBS with 1× protease inhibitor cocktail and 1 mM PMSF and centrifuged at 200 g for 5 min at 4°C. Cells were lysed in RIPA buffer (140 mM NaCl, 10 mM Tris–HCl pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 1 mM PMSF, protease inhibitors) with 1× protease inhibitor cocktail and 1 mM PMSF, sonicated twice with 30 s on/off in a Bioruptor (Diagenode), and incubated under rotation at 25 rpm for 30 min at 4°C. Lysates were centrifuged at 10,000 g for 10 min at 4°C and supernatants collected for immunoblotting analysis. Proteins were separated by 7.5% SDS-PAGE, transferred onto an Immobilon-FL membrane (Millipore) and membranes blocked with 3% BSA in TBST (0.15 M NaCl, 50 mM Tris–HCl pH 7.6, 0.05% Tween^®^20). Membranes were incubated with antibodies against CLOCK (1:500; Abcam ab3517), LMNB1 (1:1,000; Santa Cruz Biotechnology sc6216), and β-actin (1:2,000; Sigma-Aldrich A5441) in TBST with 3% BSA. Secondary horseradish peroxidase-conjugated anti-mouse (Jackson ImmunoResearch #115-035-174) and anti-goat (Rockland #605-4302) antibodies were used at 1:10,000 dilutions in TBST with 3% BSA.

### Chromatin Immunoprecipitation (ChIP)

ChIP of LMNB1 was done as described earlier (Rønningen et al., 2015) and adapted for liver pieces. Snap-frozen liver tissue pieces (40–50 mg, in liquid nitrogen) were thawed on ice and minced on ice for 30 s. Minced tissue was resuspended in PBS containing 1 mM PMSF and protease inhibitors, and homogenized by 7–10 strokes in a 2-ml Dounce homogenizer using a pestle B (tight-fitting). Samples were centrifuged at 400 g and supernatants discarded. Pellets were resuspended in PBS containing 1% formaldehyde (Sigma-Aldrich) and cross-linking was allowed to occur for 10 min at room temperature. Cross-linked samples were sedimented and lysed in RIPA buffer. Chromatin was fragmented by sonication (4 times 10 min) in a Bioruptor (Diagenode). After sedimentation, the supernatant was diluted 10-fold in RIPA buffer and incubated with anti-LMNB1 antibodies (10 µg; Abcam ab16048) coupled to Dynabeads Protein G (Invitrogen) overnight at 4 °C. ChIP samples were washed 3 times in ice-cold RIPA buffer. Cross-links were reversed and DNA eluted for 6 h at 68°C in 50 mM NaCl, 20 mM Tris–HCl pH 7.5, 5 mM EDTA, 1% SDS and 50 ng/μl proteinase K. DNA was purified by phenol-chloroform-isoamylalcohol extraction and used for qPCR (see **Supplementary Table S1** for primer information) or to prepare libraries (Illumina) for sequencing on an Illumina HiSeq2500. Input ChIP DNA consisted of fragmented chromatin aliquots (as above) incubated overnight at 4 °C with no antibodies or beads and subsequently processed as, and in parallel with, the ChIP samples.

### LMNB1 ChIP-Seq Data Processing

LMNB1 ChIP-seq and input reads were mapped to the mm10 genome using Bowtie v2.25.0 (Langmead et al., 2009) with default parameters after removing duplicates using Picard’s MarkDuplicates. To avoid normalization bias, we ensured that each pair of mapped ChIP and input read files had the same read depth by down-sampling reads for each chromosome individually. Mapped reads were used to call LADs using Enriched Domain Detector (EDD) (Lund et al., 2014) with the following alterations (Forsberg et al., 2019) as described here. To account for technical variation occurring in LAD calling, we first ran EDD 10 times on each LMNB1 ChIP-seq dataset in auto-estimation mode for GapPenalty (GP) and BinSize (BS). Average GP standard deviation was ≤ 1.6 units while BS did not vary (**Supplementary Table S2**). GP variations elicited minimal alterations in LAD calls, allowing estimation of technical variability. For all LADs, median length of these variations was 0.32 Mb; this is < 1% of total LAD coverage, and 3–15 times smaller than median LAD sizes for each CT and replicate. Thus intrinsic EDD variability did not significantly impact LAD calling. 

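The step of the grid on which the LAD starts of a library lie was read from the deposited LADs and is called its bin size here: the largest number of kb that divides the LAD starts lying on whole kb. Starts off whole kb, 82 of the 2845 LADs and 2 to 12 per library, were set aside for it. Table S2 was not used here. The bin size was 61 kb for NS replicate 1 and 4 kb for NS replicate 2. At CT0 it was 47 kb in replicate 1 and 4 kb in replicate 2, and at CT6 it was 35 kb and 11 kb. At CT12 replicate 1 had a bin size of 5 kb and replicate 2 of 10 kb, and at CT18 the bin sizes were 19 kb and 6 kb. CT24 had bin sizes of 14 kb in replicate 1 and 18 kb in replicate 2, and CT30 of 31 kb and 46 kb. The GapPenalty of a library cannot be read from its LADs.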

Average GP and BS values from the 10 runs were used to set GP and BS before a final EDD run with each ChIP-seq dataset (**Supplementary Table S2**). Intersects between LADs and genes were determined using BEDTools v2.21.0 (Quinlan and Hall, 2010) and BEDOPS v2.4.27 (Neph et al., 2012). Scripts were written in Bash, Perl, or R and ggplot2 in R was used for plots. Browser files were generated by calculating ChIP/input ratios in 10-kb bins with input normalized to the ratio of total ChIP reads over total input reads.

### Determination of Periodic Lads With MetaCycle

To quantify the genomic coverage of variation in the length of LADs during the circadian cycle, we determined for each LAD its “maximal coverage” (cov_max_) as the union of LAD coverage across all replicates and CTs, and attributed to this cov_max_ a reference value of 1. The cov_max_ 5′ and 3′ limits provided genomic coordinates for measures of variations in LAD length within cov_max_. For each CT and replicate, variable 5′ and 3′ genomic lengths (in base pairs) were extracted and standardized from 0 to 1, 0 referring to the complete disappearance of a LAD and 1 being the cov_max_ value of the LAD. MetaCycle was applied to determine the periodicity of LAD extensions and shortenings at the 5′ and 3′ borders. Period groups were defined as for RNA-seq analysis (12, 18, 24, and 30 h, each ± 3 h). The method is described in more detail as part of the *Results* section.

### Randomization to Validate Periodic LAD Significance

A randomization test was done as additional validation of extrapolated MetaCycle LAD periodicity. To this end, we shuffled the measured experimental variations in 5′ and 3′ LAD lengths within the cov_max_ area for all datasets across CTs and replicates; this was done 3 times. MetaCycle was applied to each randomized order of CTs to identify any periodicity in the variations in LAD lengths across these randomized CTs. The extrapolated periodicity given by MetaCycle was compared with the periodicity found for the experimental order of CTs. If experimental LAD periodicity was different from at least two randomized CTs, it was considered as imposed by the order of CT and not due to random lamin–chromatin interactions.

### Determination of Gene-LAD Distance

Gene-to-nearest LAD distance was calculated as the distance from the 5′ and 3′ end of a gene to, respectively, the nearest 3′ and 5′ LAD border. Gene strand was respected and LAD intersects were used at each CT. If a gene was entirely in a LAD, gene-to-nearest LAD distance was the distance from the 5′ and 3′ end of the gene to the first neighboring LAD, both upstream and downstream. In our approach, internal LAD configuration within the cov_max_ area, such as a LAD split or fusion, was not considered in the determination of periodicity at the 5′ and 3′ borders.

### Data Viewing

Genome browser views were produced with the Integrated Genomics Viewer (Robinson et al., 2011) using the mm10 genome annotation to illustrate LADs in regions of interest.

### Statistics

MetaCycle used its built-in statistical method to assign *P* values from Fisher’s exact tests. The JTK and LS methods used in MetaCycle assign a *P* value for each fitted data type, i.e. gene expression variation for RNA-seq and RT-qPCR, protein expression level for Western blot quantification or LAD size variation for LMNB1 ChIP-seq data. These multiple *P* values are combined into a one-test Chi-square statistics assuming a Chi-squared distribution with 2 k degrees of freedom (where k is the number of *P* values; here k = 3 for RNA-seq data, k = 5 for RT-qPCR, k = 3 for Western blot data and k = 2 for LAD data), when all null-hypotheses are true and each *P* value is independent. The combined *P* value was determined by the Chi-square *P* value and was used to determine the significance of oscillating patterns. Protein levels in Western blots were compared pair-wise between time-points using paired t-tests generating two-tailed *P* values; P < 0.01 was considered significant.

## Results

### Hepatic Genes Exhibit Distinct Periodic Transcript Levels in Liver

To entrain the circadian clock, mice were subjected to 24 h fasting and refed *ad libitum* from circadian time CT0 (Tahara et al., 2011). Livers were collected every 6 h until CT30, and from non-synchronized (NS) mice 18 h before the fasting period (**Figure 1A**). Entrainment of the clock was confirmed by periodic expression of the core clock genes *Clock*, *Arntl* (*Bmal1*), *Cry1*, *Per1*, and *Nr1d1*, assessed by RT-qPCR and analysis of their periodicity using MetaCycle (**Supplementary Figure 1**; **Supplementary Table S3**). We used MetaCycle to identify genes with periodic expression patterns from RNA-seq data generated in biological triplicates at each CT. MetaCycle measures the goodness-of-fit between RNA-seq FPKM and cosine curves with varying periods and phases. The extrapolated periodic function best fitting the data is selected and significance is determined (Fisher’s exact tests) after scrambling FPKM values. From the period distribution for all 17,330 expressed genes in liver (expressed at least at one time point), we focused on oscillations with 12, 18, 24, and 30 h periods (each ± 3 h, half the time resolution in our study) (**Supplementary Figure S2A**). We find that nearly 20% of oscillations are circadian (24 h period; 3,046 genes), and thousands of genes oscillate with periods within the circadian rhythm and beyond (**Figure 1B**), in line with previous reports (Hughes et al., 2009; Korencic et al., 2014; Zhu et al., 2017). Among these, a subset displays highly significantly oscillating transcripts (*P* < 0.005; **Figures 1B and C**). Within a given period, mRNA oscillations occurred with distinct phases (**Supplementary Figure S2B**): oscillations are in phase (Φ = 0, time at first maxima) and opposition of phase (Φ = π), and for 18, 24, and 30 h periods, are also offset by one-quarter cycle (Φ = ½ π and Φ = −½ π) (**Figure 1C**; **Supplementary Figures S2C and D**). Significantly periodic genes include the core clock genes (**Figure 1D**; **Supplementary Figure S2E**), confirming entrainment of the clock. Genes (644) also display significant (*P* < 0.005) mRNA oscillations with periods outside 12, 18, 24, or 30 h. We also defined a set of 204 “non-periodic” genes with mRNA levels discordant (1 > *P* > 0.9999) with any cosine curve tentatively fitted by MetaCycle (**Figure 1B**). Lists of periodic and non-periodic genes are provided in **Supplementary Tables S4** and **S5**.

**Figure 1:**
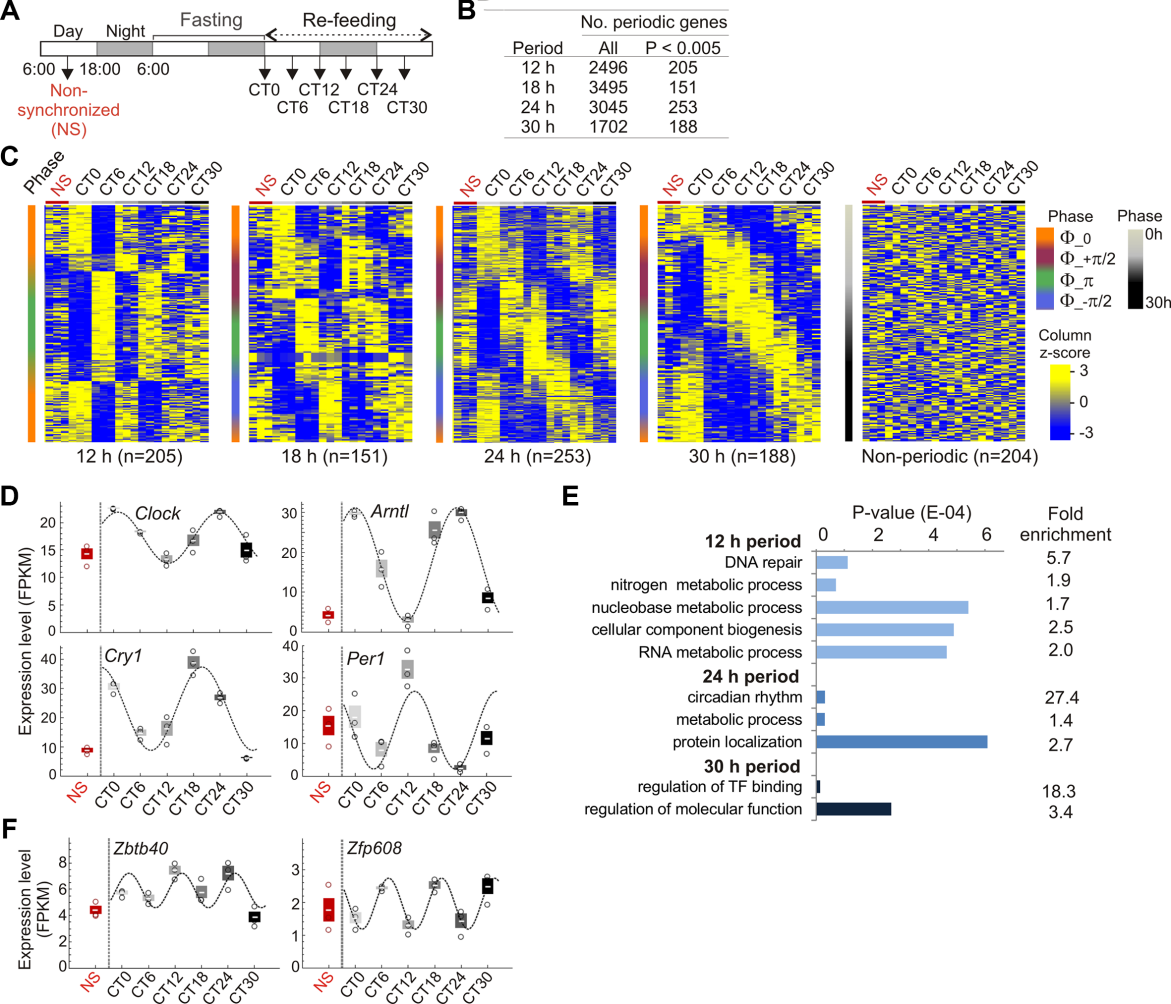
Fasting and refeeding entrains circadian gene expression in liver. **(A)** Circadian clock entrainment schedule used in this study. **(B)** Numbers of periodic genes. **(C)** Expression profiles (FPKM z-scores) of periodic and non-periodic genes in non-synchronized (NS) mice and from CT0 to CT30 (3 mice per CT). Genes are ranked by increasing phase value (y axis; scale on the right). **(D)** RNA-seq analysis of circadian expression patterns of central clock control genes (mean ± SD, individual values). **(E)** Enriched GO terms for periodic genes. **(F)** Circadian expression patterns of the BTB/POZ domain transcription factor gene *Zbtb40* and of the zinc-finger transcription factor gene *Zfp608* (FPKM z-scores; mean ± SD, individual values). In **(D)** and **(F)** cosine curves are MetaCycle best-fits; see **Supplementary Table S3** for details.

Gene ontology analysis confirms enrichment of 24 h periodic genes in rhythmic and circadian processes, including key metabolic functions (**Figure 1E**; **Supplementary Table S6**). A number of periodic genes encode BTB/POZ domain TFs, some of which are involved in targeting chromatin to the nuclear lamina (Zullo et al., 2012) (**Supplementary Table S4**). Some of these genes are CLOCK or BMAL1 targets (e.g. *Zbtb40*, *Zbtb7b/cKrox*, and *Zfp608*; **Figure 1F**) and could tentatively be involved in associations of chromatin with the nuclear envelope.

### Entrainment of the Circadian Clock Resets LMNB1–Chromatin Interactions

We therefore examined chromatin association with nuclear lamins in liver during the circadian cycle. We first established that LMNB1 protein levels vary moderately over time but do not significantly oscillate (*P* = 0.61; Fisher’s exact test), and that *Lmnb1* transcripts analyzed by RNA-seq and verified by RT-qPCR do not periodically oscillate (**Figures 2A–C**; **Supplementary Figure S3A**). Moreover, chromatin immunoprecipitation (ChIP)-qPCR of LMNB1 from liver confirmed LMNB1 enrichment in LADs found in several other mouse cell types (constitutive LADs; cLADs) (Meuleman et al., 2013) (**Figure 2D**).

**Figure 2:**
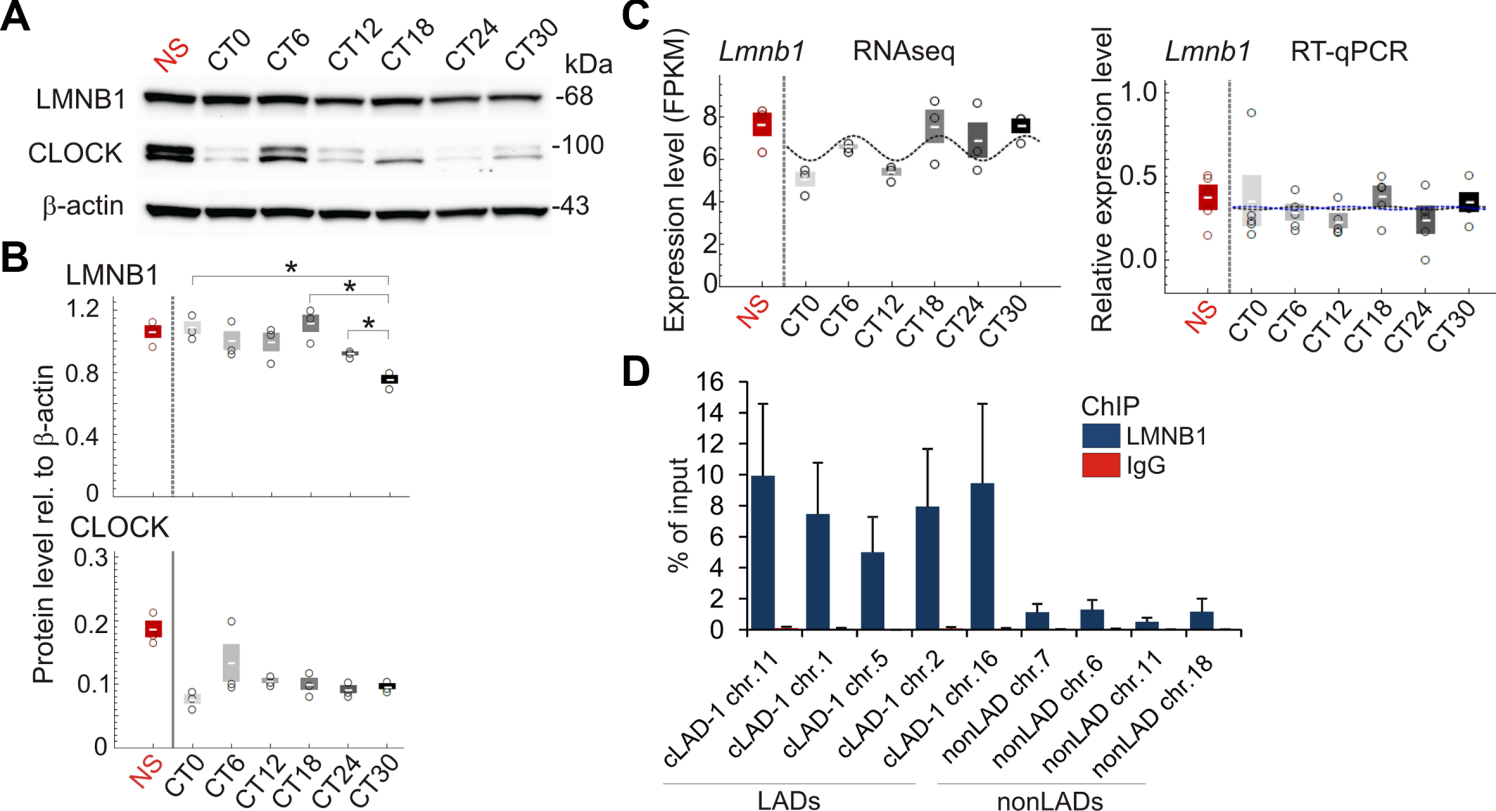
Expression of LMNB1 protein and transcripts during the circadian cycle. **(A)** Western blots of LMNB1 and CLOCK expression; β-actin was used as loading control; see **Supplementary Figure S3A** for all biological replicates. **(B)** Quantification of Western blots from biological triplicates, relative to β-actin; mean ± SD, individual values; *P < 0.01 (paired t-tests, two tailed *P* values). Note the difference in variation of expression of CLOCK protein and *Clock* transcripts expected from the regulation of protein expression at the transcriptional and protein degradation levels). **(C)** Levels of *Lmnb1* transcripts determined by RNA-seq (FPKM; n = 3) and RT-qPCR (n = 5; expression relative to *Eif2a* levels); means ± SD, individual values. Cosine curves are MetaCycle best-fits. *Lmnb1* is not significantly periodic (RNA-seq *P* = 0.16; RT-qPCR *P* = 0.98; MetaCycle Fisher’s exact tests). RT-qPCR graph: blue line, MetaCycle best-fit from RT-qPCR data; black line, MetaCycle best-fit from RNA-seq data; note the overlap between the two, indicating strong concordance between the two datasets. Amplitude and base values used for both fits are from RT-qPCR MetaCycle analysis. **(D)** ChIP-qPCR analysis of LMNB1 occupancy in constitutive LADs and in non-LAD regions (mean ± SD of % of input chromatin analyzed by qPCR; n = 3 NS mice); ChIP using an irrelevant IgG was done as negative control.

Thus, we determined to what extent LADs varied during the circadian cycle. We performed a ChIP-seq analysis of LMNB1 from livers of NS mice and at each CT in biological replicates (i.e. two mice per CT) and mapped LADs (**Figure 3A**; see **Supplementary Table S2**). 

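Chromatin immunoprecipitation with an antibody against LMNB1 was followed by sequencing in liver from 14 mice, 2 NS mice and 2 mice at each of the 6 CTs. The labels of the deposited libraries call the source female mice in 1 field and male mice in another, and the paper states male mice. The authors mapped the reads to mm10, removed duplicates, brought each ChIP and its input to the same depth, and called LADs in each mouse with EDD. The deposited files list the start and end of every LAD and give no score and no read count, so the read depth per mouse is unknown and no counting error can be given for a LAD. The inputs were not used here. The libraries held between 86 and 341 LADs, 2845 in all. A library covered between 335.3 Mb (NS replicate 1) and 663.0 Mb (CT18 replicate 2), which is 12.3 to 24.3% of the 2726 Mb of the GRCm38.p6 chromosomes. No LAD ended beyond its chromosome. LADs were used as deposited, without a filter on size or chromosome, and the intersect of a time point holds the base pairs covered in both mice. In the region on chromosome 10 that Figure 3A shows, the libraries held from 1 LAD (both CT30 replicates) to 5 LADs (NS replicate 2, CT0 replicate 2, CT6 replicate 2 and CT12 replicate 1). A LAD of CT30 replicate 1 extended from 103106001 to 104346000 and a LAD of CT30 replicate 2 from 103040001 to 104328000. Here 7 time points with 2 mice each were compared, and tests of single values were exact permutation tests.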

We find that LAD sizes are overall constant and LADs display low gene density (**Supplementary Figures S3B and C**). 

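The median LAD size of a library ranged from 0.984 Mb (NS replicate 2) to 3.45 Mb (NS replicate 1). Over CT0 to CT30 the time points did not differ in log2 median LAD size by more than their replicates (F ratio 0.456, exact permutation test over all divisions of the 12 libraries into 6 pairs, p = 0.773). In the intersects the median LAD size was 2.32 Mb at NS, 2.40 Mb at CT0, 2.14 Mb at CT6, 1.39 Mb at CT12, 2.01 Mb at CT18, 2.14 Mb at CT24 and 2.39 Mb at CT30. Gene density was computed with the 21938 protein-coding genes of GENCODE vM21, a gene being ascribed to a LAD that holds its transcription start site. The intersects held from 1.99 genes per Mb (NS) to 3.15 genes per Mb (CT12), against 8.68 to 9.19 genes per Mb outside. In single libraries LADs held 2.63 to 3.72 genes per Mb and the rest of the genome 8.81 to 9.53 genes per Mb.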

LADs also show robust overlap between replicates (**Figure 3A and B**), as shown by Jaccard indices (**Figure 3C**) and by minimal variations between intersect coverage and replicates (< 1 Mb, or 0.05–0.21% of LAD coverage per replicate; **Supplementary Table S7**). Thus unless specified otherwise, LADs were subsequently analyzed at each time point as intersects between replicates.

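The Jaccard index, the base pairs covered in both mice over those covered in either, was 0.429 between the NS replicates and 0.515 between the CT0 replicates. It was 0.673 at CT6, 0.771 at CT12, 0.674 at CT18, 0.681 at CT24 and 0.642 at CT30. The intersect of the replicates held from 77.2% (NS) to 89.7% (CT12) of the LAD coverage of the smaller library. The mean index of the 7 replicate pairs was 0.627, and that of the 84 pairs of libraries from different time points was 0.601. The difference of 0.0252 is not larger than other divisions of the 14 libraries into 7 pairs give (exact one-sided permutation test, p = 0.149). With the share of LADs overlapped by at least 0.5 of their length in place of the Jaccard index, the difference was 0.0160 (exact one-sided permutation test, p = 0.212). After a plane on the bin sizes of each pair, an alternative chosen after the data were seen, it was 0.0360 (exact one-sided permutation test, p = 0.0148). For 4 of the 14 libraries the library with the highest Jaccard index came from the same time point, and for 10 it came from another. For all of these 10 but CT24 replicate 2, that library had the same library number in the deposited names. The permutation tests of the index did not use this number, so they leave that grouping out.

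**Figure D1:**
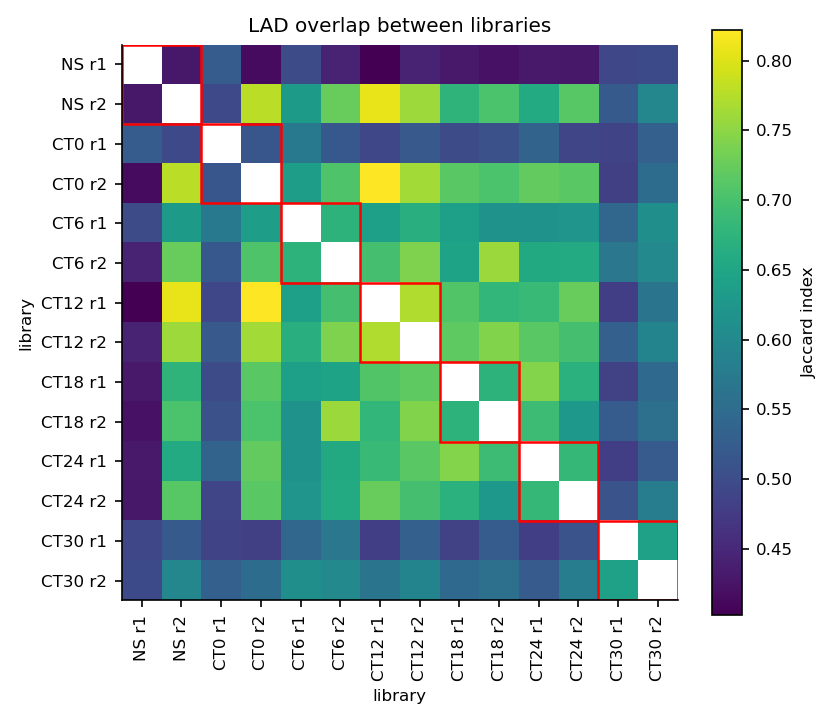
Jaccard index (color) between every 2 of the 14 libraries, with replicate pairs boxed in red. The replicate pairs lie between 0.429 and 0.771.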

**Figure 3:**
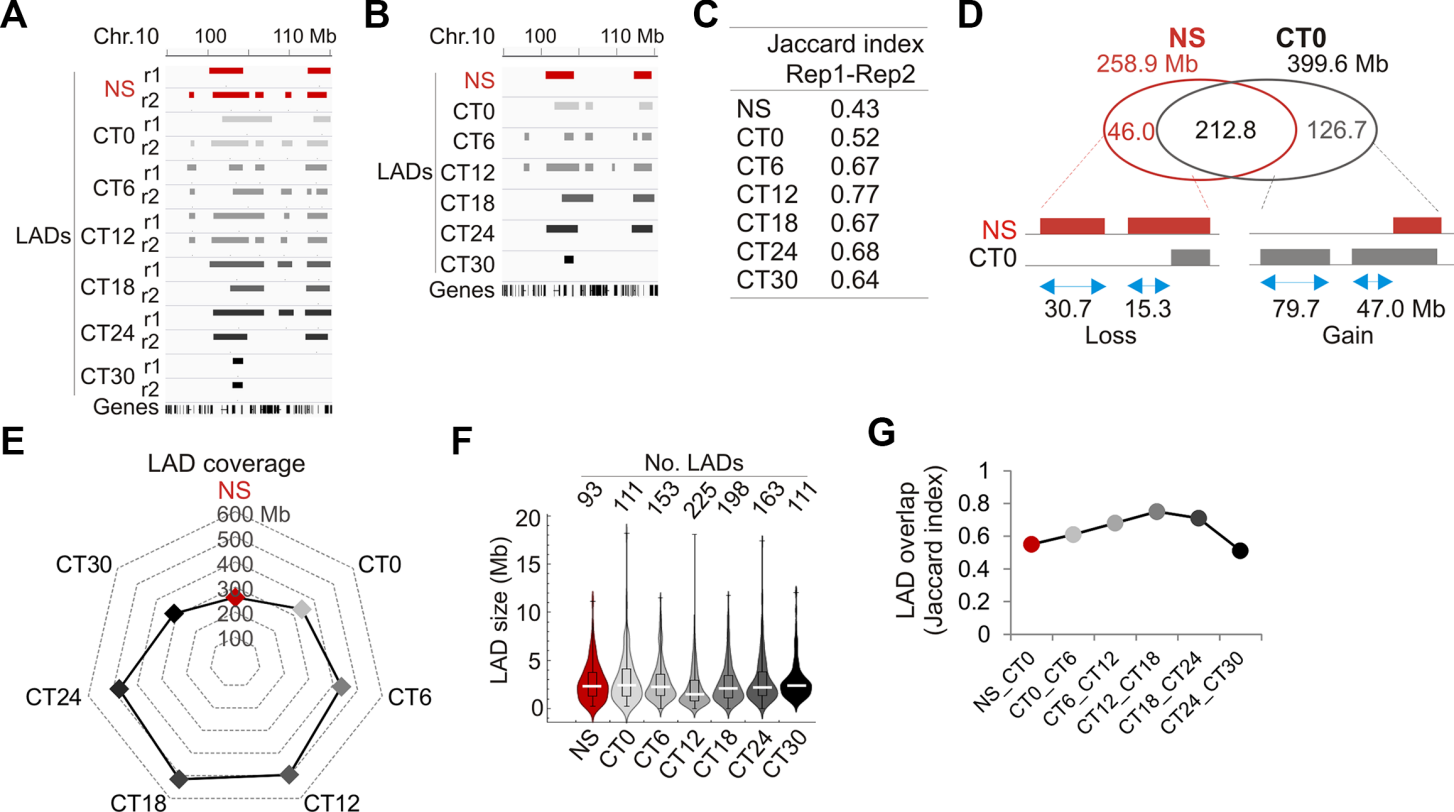
Characterization of LADs during the circadian cycle. **(A)** Genome browser view of LADs in biological replicate (r1, r2) and at each CT for the indicated region on chromosome 10. **(B)** Genome browser view of LAD intersects between replicates for each CT in the same region as in **(A)**. **(C)** Jaccard indices of LAD overlap between replicates. **(D)** Venn diagram of LAD overlap between NS mice and CT0 (intersect of replicates); bottom, schematic representation of genome coverage by LADs gained or lost at CT0 relative to NS, for stand-alone LADs and LAD extension or shortening. **(E)** Radar plot of genome coverage by LADs. **(F)** Distribution and median of LAD size. **(G)** Jaccard indices of LAD overlap between consecutive CTs.

We next assessed to what extent entrainment of the circadian clock did reset LADs. We find that entrainment of the clock is manifested by a LAD gain of 126.7 Mb at CT0 relative to NS, as stand-alone LADs or as extensions of existing LADs (**Figure 3D**). This increase in LMNB1–chromatin interactions was confirmed by ChIP-qPCR (**Supplementary Figures S3D and E**). 

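In the intersects 126.7 Mb were covered at CT0 and not at NS, and 212.8 Mb were covered at both. Of the gain, 79.7 Mb lay in 44 stand-alone LADs, which share no base pair with a LAD of the NS intersect. The other 47.1 Mb lay in extensions of LADs present at NS. The gain was 162.6 Mb from replicate 1 of each time point alone and 92.6 Mb from replicate 2 alone. Stand-alone LADs made up 103.2 Mb of the gain in replicate 1 and 25.5 Mb in replicate 2, so that extensions made up most of it in replicate 2. The intersects give 1 value per time point and no error.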

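In the intersects 46.0 Mb were covered at NS and not at CT0. Of these, 30.7 Mb lay in 20 NS LADs that share no base pair with a LAD of the CT0 intersect, and 15.3 Mb lay in LADs that shortened. From replicate 1 of each time point alone the loss was 74.1 Mb, of which 41.6 Mb were in stand-alone LADs. From replicate 2 alone the loss was 44.1 Mb, with 21.1 Mb in stand-alone LADs and 23.0 Mb in shortened LADs.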

We also note a LAD loss of 46 Mb at CT0 relative to NS, mostly as stand-alone LADs (**Figure 3D**). Thus, entrainment of the clock is associated with a net gain of LMNB1–chromatin interactions.

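The net gain in the intersects was 80.7 Mb. Per mouse, LADs covered 431 ± 135 Mb at NS and 499 ± 107 Mb at CT0 (SD, n = 2), a difference of 68.5 Mb that lies within the spread between replicates. An exact two-sided permutation test of the 2 mice against 2 gave p = 0.667, and the smallest p that this design allows is 0.33. The coverage was higher at CT0 than at NS by 88.5 Mb in replicate 1 and by 48.5 Mb in replicate 2. The paper concludes that entrainment of the clock goes with a net gain of LMNB1–chromatin interactions. It draws on the LADs gained and lost between NS and CT0 and on ChIP-qPCR, which was not analysed here.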

Comparison of LAD coverage over time reveals an increase from CT0 (339 Mb) to CT12 (496 Mb), followed by a decrease to CT30 (312 Mb) (**Figure 3E**), likely resulting from variations in LAD numbers rather than LAD size (**Figure 3F**). 

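LAD coverage of the intersects was 258.9 Mb at NS, 339.6 Mb at CT0, 434.2 Mb at CT6, 496.1 Mb at CT12, 515.8 Mb at CT18, 474.8 Mb at CT24 and 312.0 Mb at CT30. The coverage rose by 156.5 Mb from CT0 to CT12 and fell by 184.1 Mb from CT12 to CT30. The union of the replicates gave a change of -15.7 Mb from CT0 to CT12, the opposite direction, and replicate 2 alone gave 11.4 Mb. Replicate 1 alone gave 129.4 Mb, LADs of at least 1 Mb gave 118.8 Mb and autosomes gave 155.6 Mb. Per mouse the coverage at CT12 was 570 ± 23.4 Mb (SD, n = 2) and at CT30 399 ± 9.20 Mb (SD, n = 2). The time points did not differ by more than their replicates at a threshold of 0.05 (F ratio 3.93, exact permutation test over the 12 libraries, p = 0.0760). With LADs of at least 1 Mb only, the exact permutation p was 0.0245. The number of LADs did not differ between time points (F ratio 0.532, exact permutation test, p = 0.741). The intersects held 93 LADs at NS, 111 at CT0, 153 at CT6, 225 at CT12, 198 at CT18, 163 at CT24 and 111 at CT30.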

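Of 2 relations computed over the 14 libraries, coverage rose with the number of LADs (Pearson r = 0.730, permutation p = 0.00398, Benjamini-Hochberg adjusted p = 0.00796; Spearman rho = 0.6703, permutation p = 0.0106, adjusted p = 0.0212). Without the 2 libraries farthest from the median number, r was 0.719. Coverage fell with median LAD size (r = -0.591, permutation p = 0.0275, adjusted p = 0.0275), whereas the rank relation was weaker (rho = -0.389, permutation p = 0.168, adjusted p = 0.168). Without the 2 libraries farthest from the median size, r was -0.508. Within the 7 libraries of replicate 1, r with the number was 0.667 (exact permutation p = 0.0901; rho = 0.786, exact permutation p = 0.0480) and with size -0.475 (exact permutation p = 0.289; rho = -0.464, exact permutation p = 0.302). Within the 7 of replicate 2, r with the number was 0.847 (exact permutation p = 0.0133; rho = 0.5, exact permutation p = 0.267) and with size -0.683 (exact permutation p = 0.0831; rho = -0.214, exact permutation p = 0.662). The deposited names number the libraries 1, 2 or 3. Among the 6 numbered 1, r with the number was 0.890 (exact permutation p = 0.0208; rho = 0.829, exact permutation p = 0.0583) and with size -0.567 (exact permutation p = 0.228; rho = -0.429, exact permutation p = 0.419). The relations were not computed among the 5 numbered 2 or the 3 numbered 3. With log2 bin size held fixed, a comparison chosen after the data were seen, r of coverage with the number was 0.196 (permutation p = 0.503). The rho was then 0.182 (permutation p = 0.532). The number and log2 bin size themselves had r = -0.938 over the 14 libraries, so this comparison cannot separate them.

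**Figure D2:**
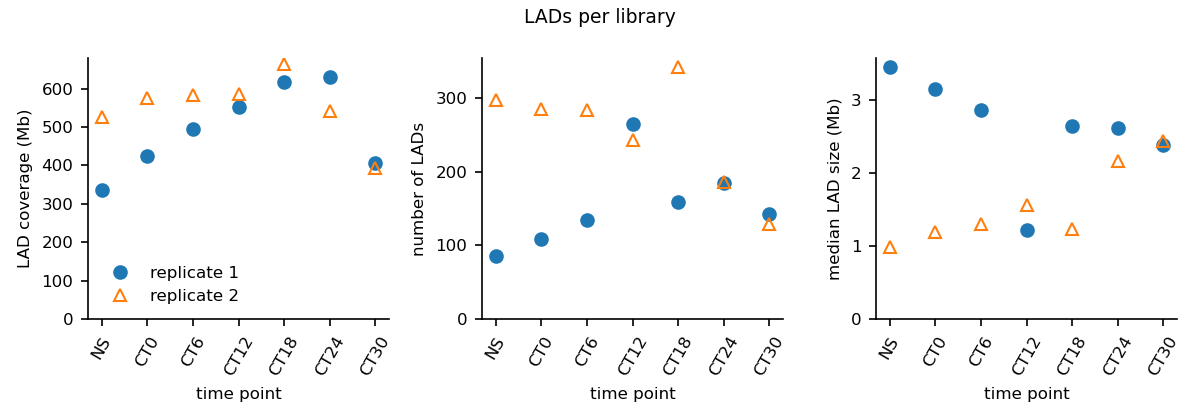
LAD coverage (Mb), number of LADs and median LAD size (Mb) of each library by time point. Coverage at CT30 lies at 405 Mb in replicate 1 and 392 Mb in replicate 2, below every other CT library.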

LADs nevertheless display robust overlap across CTs (**Figure 3G**; **Supplementary Figure S3F**), indicating that they are overall conserved in liver during the circadian cycle. However, the data also indicate that some changes in LMNB1–chromatin interactions do occur, and underline the detection of variable LADs. 

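The Jaccard index between the intersects of consecutive time points was 0.552 from NS to CT0, 0.608 from CT0 to CT6, 0.676 from CT6 to CT12, 0.754 from CT12 to CT18, 0.713 from CT18 to CT24 and 0.513 from CT24 to CT30. Over CT0 to CT30 its mean was 0.653. The intersects of all 6 CTs shared 197.5 Mb, which is 30.7% of the 644.4 Mb covered in the intersect of at least 1 CT. This shared part made up 38.3% of the intersect at CT18 and 63.3% of that at CT30, the lowest and highest share among the CTs. Of the 934.8 Mb covered in at least 1 of the 12 CT libraries, 21.1% were covered in every library and 16.4% (153.0 Mb) in a single library. From the overlap between time points, the paper concludes that LADs are overall conserved during the circadian cycle.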

Of note, although LMMB1 is predominantly found at the nuclear lamina at the nuclear periphery, a fraction of LMNB1 has also been reported in the nucleoplasm, in association with nucleoli in heterochromatin domains (Sen Gupta and Sengupta, 2017) and with domains of euchromatin (Pascual-Reguant et al., 2018). Moreover, our ChIP approach to identify LMNB1 LADs does not *a priori* discriminate between the nuclear peripheral and internal pools of LMNB1. Thus we do not at present exclude that a subset of LMNB1–chromatin interactions detected during the circadian cycle in our study potentially involves a nucleoplasmic LMNB1 pool.

### Periodic Oscillations in LMNB1–Chromatin Interactions Constitute a Minor Proportion of LADs

We next examined variations in LADs more closely during the circadian cycle. These occur by LAD extension or shortening, sometimes resulting in a fusion or splitting of LADs, or by formation and dissociation of entire LADs (see **Figures 3A and B**). 

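Merging the LADs of the 12 libraries from CT0 to CT30 gave 352 regions of maximal coverage, with a median length of 1.40 Mb and a largest length of 19.8 Mb. LADs apart by 1 bp or more stayed separate, so that these counts include pieces of LADs cut by small gaps. A LAD was present in all 12 libraries in 62 regions, missing from at least 1 library in 290, and present in 1 library only in 76. A single library had no LAD in 73 to 253 of the regions, 1 LAD in 91 to 236, and several LADs in 4 to 44.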

We therefore devised a strategy to quantitatively characterize the genomic coverage of these variable LADs over time. We determined for each LAD the maximal genome coverage (cov_max_) in the CT0–CT30 time course as the union of LAD coverage across all replicates and CTs, and ascribed to cov_max_ a reference value of 1 (**Figure 4A**, left panel). The 5′ and 3′ boundaries of this cov_max_ area provided genomic coordinates for measures of variations in LAD length within this area. For each CT and replicate, variable 5′ and 3′ LAD lengths were extracted and standardized from 0 to 1 (cov_max_), 0 referring to the complete disappearance of a LAD, and 1 corresponding to the entire LAD being present over the whole cov_max_ area (**Figure 4A**, middle panel). We then used MetaCycle to identify any periodicity in the extension or shortening of LADs within the cov_max_ area (**Figure 4A**, right panel), where MetaCycle applied a cosine curve best-fitting genome coverage variations at the 5′ and 3′ end of LADs.

**Figure 4:**
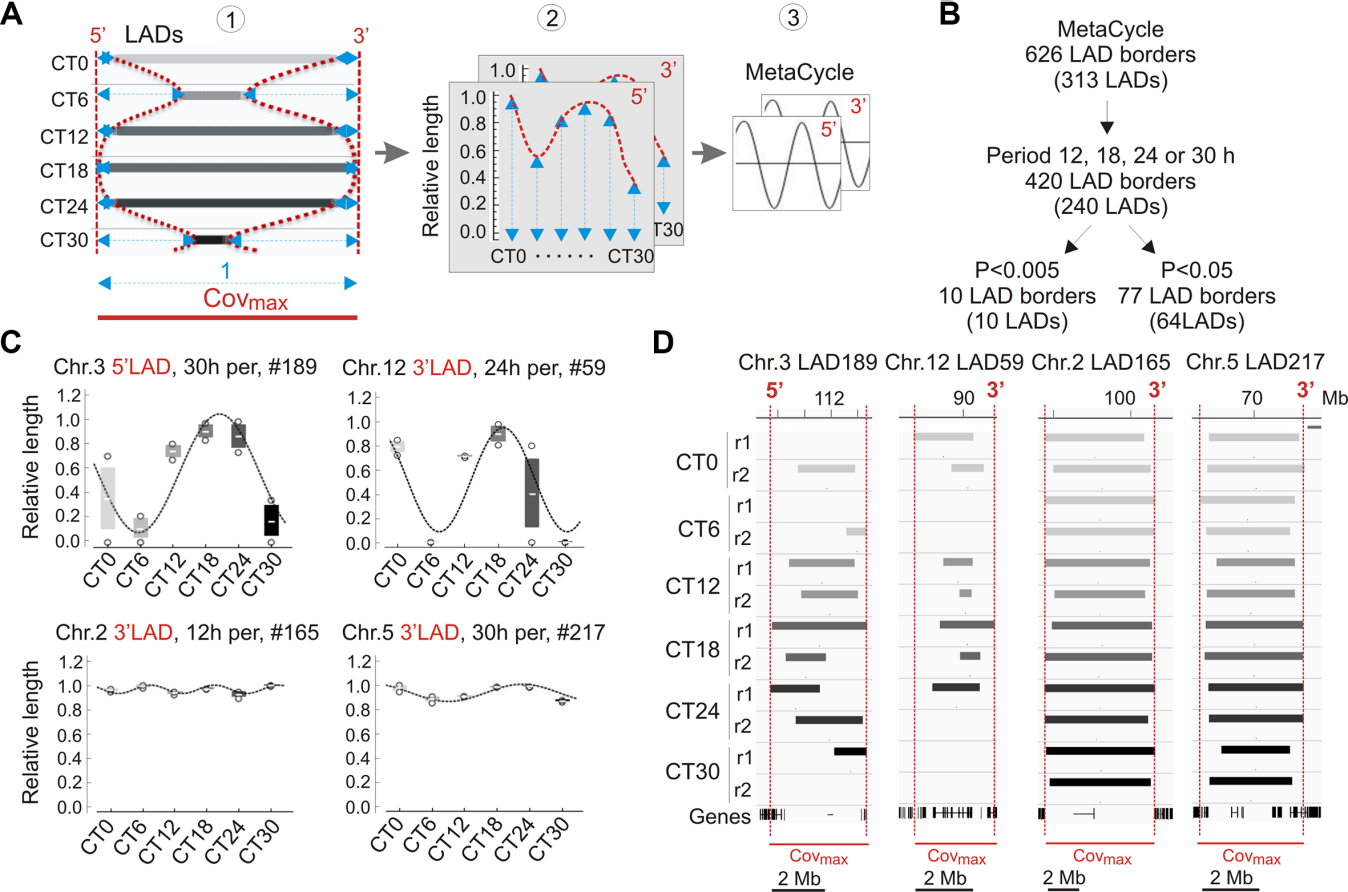
Analysis of periodicity in genome coverage by LADs. **(A)** Approach to the identification of periodic LADs. (1) A variable LAD area is identified, for each LAD, across CTs and replicates (not shown here for clarity); the maximal merged area of these LADs is defined as Cov_max_ and distances from the 5′ and 3′ end of each LAD to the Cov_max_ limits are measured (blue arrows); (2) relative lengths are calculated at both the 5′ and 3′ end of LADs (1 = Cov_max_ length; 0 = no LAD); (3) MetaCycle is applied to identify periods at the 5′ and 3′ ends of LADs. **(B)** Identification of periodic LADs using MetaCycle. **(C)** Examples of periodic oscillations (*P* < 0.005; MetaCycle Fisher’s exact test) in LAD 5′ and 3′ length during the circadian cycle among the 10 LADs identified by MetaCycle (see also **Table 1**); mean ± SD, individual data points and MetaCycle best-fit cosine curves are shown. **(D)** Genome browser views of periodic LADs shown in **(C)**. Red lines delimit Cov_max_ and the 5′/3′ numbering denotes the periodic LAD border shown in **(C)**.

We applied MetaCycle to 626 variable LAD borders (at 313 LADs) to identify periodically oscillating lengths of these LADs over the CT0–CT30 time course (**Figure 4B**). Among these, MetaCycle tentatively identifies 5′ and/or 3′ end oscillations with 12, 18, 24, or 30 h (± 3 h) periods in 420 LAD borders (among 240 LADs; **Figure 4B**; **Supplementary Table S8**). 

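The regions of maximal coverage had 704 borders, and the relative length varied between libraries at 702 of them. The 2 others face each other at a small gap on chromosome 1, between regions ending at 25909750 and starting at 25909752. Some borders are thus sides of such gaps. In Table S8 the paper lists 313 LADs, and 292 of these have the same start and end as a region computed here. Relative lengths per border were computed as the paper describes, with 0 where a library has no LAD in the region. For the 626 borders of Table S8, taken at the paper's coordinates, the mean relative length and the paper's base value had r = 0.998, across borders, which are not independent replicates.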

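MetaCycle itself was not run. Its JTK and Lomb-Scargle tests were written anew, both replicates of the 6 CTs entering 1 series of 12 values, and the period of a border was the mean of the periods that the 2 tests gave. By that period 521 borders at 289 LADs fell within 3 h of 12, 18, 24 or 30 h. The 12 h group held 100 borders, the 18 h group 86, the 24 h group 229 and the 30 h group 106.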

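The P values of the JTK and Lomb-Scargle tests were combined by Fisher's method for each of the 702 variable borders, with P for JTK adjusted over its 20 cosines. The paper's numbers of combined P values equal its numbers of mice in each assay, 2 for LAD data, and it lists JTK periods of 0 and 6 h that were not used here. Here both mice entered 1 series. Combining the P values of each mouse's own series, an alternative chosen after the data were seen, also gave 0 borders at either threshold. With 6 values per mouse no combined P below 0.05 was possible, so that 0 decides nothing. No border in a period group had a combined P below 0.005, and none had one below 0.05. Of the 10 borders in a period group that the paper's Table S8 marks for P below 0.005, 2 have a P below 0.005 in that table and all 10 have one below 0.05. The smallest combined P at any period was 0.00993, and the smallest Benjamini-Hochberg adjusted P was 1. On simulated borders this combined test called 8 of 200 periodic borders at 0.005 when the amplitude was 4 times the SD between replicates, and 0 of 500 flat borders, so that a count of 0 comes from a test with few calls. The alternative that moved the count most was an F test of a cosine, with P from reassigning the libraries, which gave 3 borders, where a uniform P gives 3.51. The border with the smallest combined P was the 3′ border of the region on chromosome 18 from 21660001 to 23480000 (mm10), with a mean period of 36.1 h, outside the period groups. From replicate 1 alone its P was 0.343 and from replicate 2 alone 0.158. A series of 6 values allows no combined P below 0.05, so these values do not speak against the border. The next was the 3′ border of the region on chromosome 7 from 59860001 to 63631000, with a combined P of 0.0909 and a mean period of 35.0 h.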

Ascribing a stringent *P* value of < 0.005 (Fisher’s exact test; as in our MetaCycle RNA-seq analysis) returns 10 highly significantly periodic LADs with periods distributed throughout the circadian cycle (**Figure 4B**; **Table 1**; **Supplementary Table S8**). 

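Of the 702 variable borders, 1 had a combined P below 0.05, at a period outside the groups, and 33 in a period group had a combined P below 0.5. The F test of a cosine gave 48 borders below 0.05, against 35.1 that a uniform P gives. With a JTK null that allows for tied time points, an alternative added after the design was fixed, 11 borders at 11 LADs had P below 0.05, of which 4 were 5′ borders and 7 were 3′ borders. On the simulated borders with an amplitude of 4 SD, the combined test called 38.5% of the periodic borders at 0.05, and with the null for tied time points 92.5%.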

Relaxing the *P* value to *P* < 0.05 expectedly increases the number of periodic LAD borders to 77 (30 5′-periodic, 47 3′-periodic, and 13 both 5′- and 3′-periodic) among 64 distinct LADs (**Figure 4B**; **Supplementary Table S8**). However, inspection of the profiles of these LADs revealed, for some of them, discrepancy with the best curve fitted by MetaCycle. This led us to focus our subsequent analysis on the 10 LADs identified above at *P* < 0.005, which we henceforth refer to as “periodic LADs” (**Figures 4C and D**). Periodic LADs therefore constitute a subset of variable LADs with highly significant periodic oscillations in the genomic coverage in their 5′ or 3′ ends. These LADs withstand a randomization test of all replicates and CTs (see Materials and Methods section), suggesting that LAD periodicity observed in our data is imposed by the order of CTs. 

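The 12 libraries were assigned at random to the 6 CTs 100 times, and the borders in a period group with a combined P below 0.05 were counted again. The real assignment gave a count of 0, and 30 of the 100 random assignments gave a count above 0, with a highest count of 4. When the order of the CTs was changed and the replicates of a CT were kept together, 54 of 100 random orders gave a count above 0, with a highest count of 5. No regrouping can give fewer than a real count of 0, so these counts do not test it. With the JTK null for tied time points, added after the design was fixed, the real count was 11. Random assignments gave a median count of 4, and 8 assignments, the real one included with 100 random ones, gave 11 or more. Random orders gave a median count of 9, and 32 orders, the real one included, gave 11 or more. For the borders of Table 1, each taken alone, between 2 and 17 assignments, counting the real one and 100 random ones, gave a P as small as the real one. For 5 of these 10 borders 5 or fewer assignments did so. The paper picked the LADs of Table 1 for a small P in the same libraries, so these counts do not test their periodicity. From its own randomization of replicates and CTs, the paper proposes that LAD periodicity is imposed by the order of CTs.

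**Figure D3:**
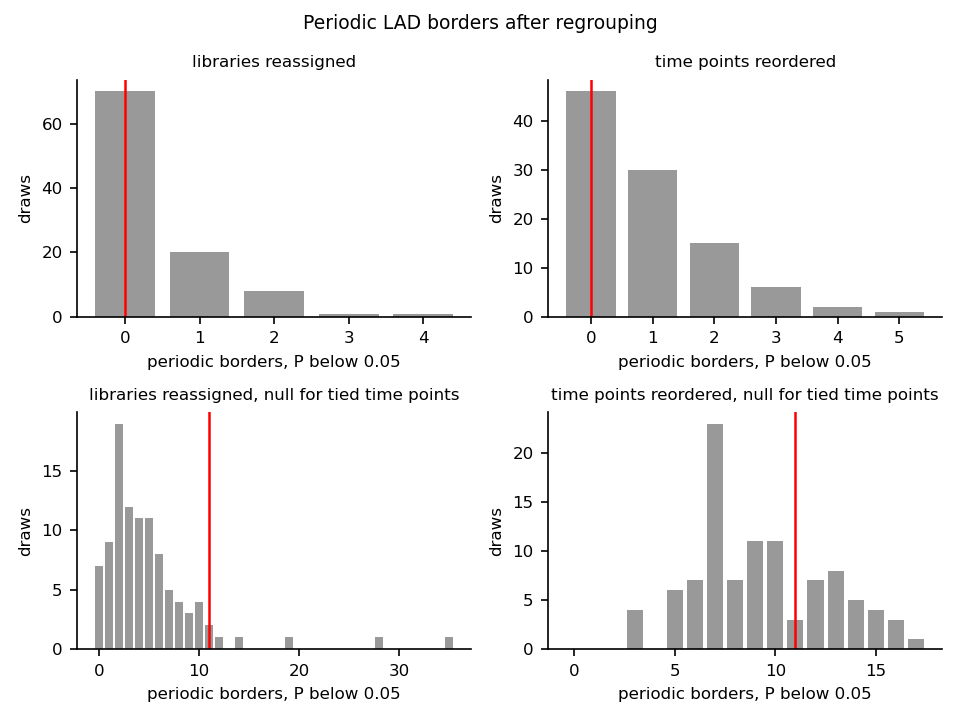
Number of draws by the count of LAD borders with a combined P below 0.05, for random assignments of the libraries and for random orders of the CTs. The upper plots use the main null and the lower plots the null for tied time points, and the red lines mark the real counts of 0 and 11.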

Periodic LADs include LADs with a stable core and variable borders, and LADs that entirely appear or disappear (**Figures 4C and D**). 

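A LAD was present in all 12 libraries in 6 of the 10 LADs of Table 1. It was missing from 3 libraries at LAD 189 (chromosome 3 from 109746001 to 113377000), from 1 at LAD 194 (chromosome 3 from 139128001 to 142092000), from 2 at LAD 36 (chromosome 10 from 112000001 to 115178000) and from 5 at LAD 59 (chromosome 12 from 87984001 to 91295000). The base pairs covered in every library add up to 24.0 Mb and the variable part to 29.7 Mb over the 10 LADs. At the borders given in Table 1 the combined P ranged from 0.118 (5′ border of LAD 189) to 0.776 (5′ border of LAD 59). For JTK periods of 12 and 18 h a combined P below 0.005 was out of reach. The mean period fell in the group that Table 1 gives for 8 of the 10 borders. The other border of LAD 59, its 3′ border, had a combined P of 0.106 and a mean period of 22.7 h. At the 3′ border of LAD 15 (chromosome 1 from 107982001 to 118296000) the relative length stayed between 0.949 and 1, with a combined P of 0.144 and a mean period of 12.5 h. At the 3′ border of LAD 217 (chromosome 5 from 67900001 to 72040000) it stayed between 0.856 and 1, with a combined P of 0.150 and a mean period of 24.1 h.

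**Figure D4:**
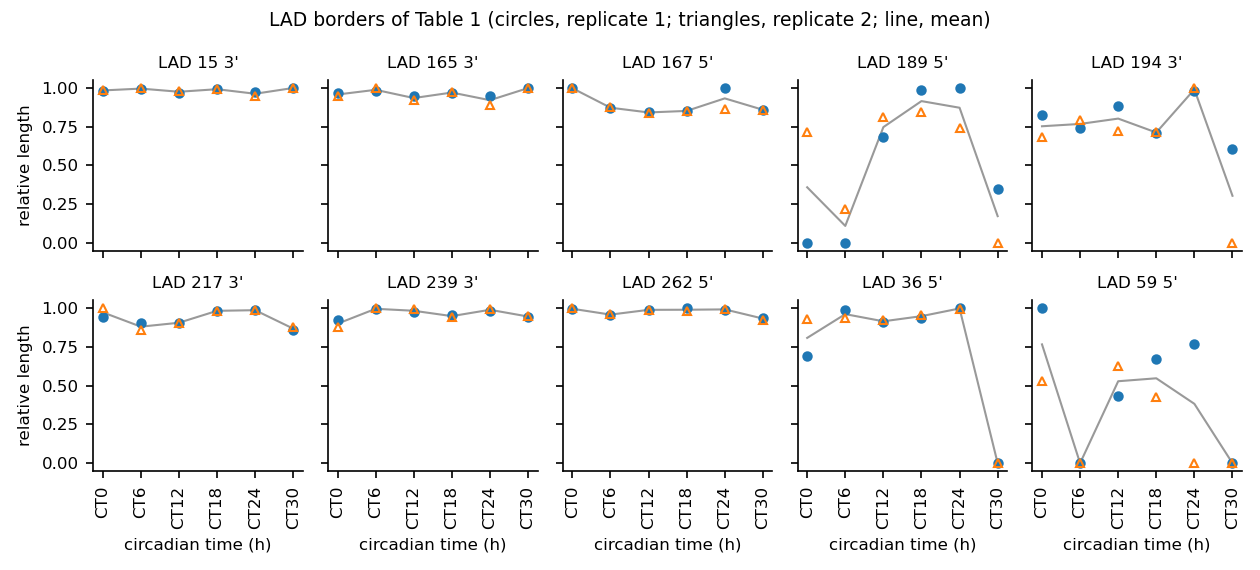
Relative length (0 to 1) of the border given in Table 1 for each of the 10 LADs, by CT (h), with replicate 1 as circles, replicate 2 as triangles and the mean as a line. The lengths of 4 LADs reach 0 in at least 1 library.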

Altogether, our data indicate that significant periodicity in LAD border interactions with LMNB1 only concerns a minor set of LADs. Thus, the majority of LMNB1–chromatin interactions are conserved during the circadian cycle.

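The 10 LADs of Table 1 span 53.7 Mb, which is 5.73% of the 936.8 Mb spanned by all regions of Table S8. With the JTK null for tied time points, added after the design was fixed, 4 of their 10 borders had P below 0.05 and none had P below 0.005, the smallest being 0.0265.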

**Table 1:** Period of 5′ and 3′ significantly periodic LAD borders.

LAD no.	Chr.	5′ period (h)	3′ period (h)
15	1	–	12
165	2	–	12
167	2	24	–
189	3	30	–
194	3	–	12
217	5	–	30
239	7	–	18
262	8	12	–
36	10	18	–
59	12	24	–

### Periodic Gene Expression Is Uncoupled From Rhythmic LMNB1–Chromatin Interactions

We then examined the relationship between periodic LADs and gene expression. Out of 430 genes found in periodic LADs, only 68 genes are expressed, albeit with no periodicity (**Figures 5A and B**; **Supplementary Figure S4A**). Moreover, we find that the vast majority of periodic genes are outside LADs at any time point during the circadian cycle (only < 2% are in LADs; **Figure 5C**). 

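Expression was not analysed here. The regions of the 10 LADs of Table 1 held 449 protein-coding genes and 1075 genes of all types in GENCODE vM21, by transcription start site. Of the protein-coding genes, 224 lay in the part covered in every library and 225 in the variable part. Olfactory receptor genes numbered 274 and vomeronasal receptor genes 47. LAD 165 (chromosome 2 from 85248001 to 90458000) alone held 234 protein-coding genes, of which 227 encode olfactory receptors. Over the 10 LADs there were 8.36 protein-coding genes per Mb. None of the genes in the paper's lists of 12 h and 24 h periodic genes had its transcription start site in them.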

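The lists of periodic genes were the paper's, of which the 12 h and 24 h lists in Table S5 are complete and were used. They hold 205 and 252 symbols, of which 197 and 246 are protein-coding genes in the annotation. The share of 12 h periodic genes with their transcription start site in the intersect of a time point ranged from 0% (CT0 and CT12) to 1.02% (CT6 and CT24). For 24 h periodic genes it ranged from 0% to 0.813% (CT18). Of all other protein-coding genes 2.37 to 7.46% lay in LADs. Of 14 tests, 1 for each list and time point, 13 had an adjusted p below 0.05 (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted). The exception was the 12 h list at NS (Fisher's exact test, adjusted p = 0.0961). The smallest adjusted p was 3.38e-07 (Fisher's exact test), for the 24 h list at CT12 with 0 of 246 genes in LADs. Neighboring genes share LADs, and the time points test the same lists on overlapping LADs. Neither genes nor tests are therefore independent, and the p-values may be too small. Without the 1466 olfactory and vomeronasal receptor genes, an alternative chosen after the data were seen, 8 of the 14 tests had an adjusted p below 0.05, and the share in LADs was lower than among other genes in all 14. Periodic genes are expressed in liver by selection, and the genes they are compared with include genes that are not, so the tests do not separate periodic from expressed genes. Both lists together hold 443 protein-coding genes, of which 0 to 3 lay in LADs at a time point, up to 0.677%.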

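Within 2.5 Mb of either end of the 10 LADs of Table 1, and outside those LADs, lay 514 protein-coding genes and 1296 genes of all types by their transcription start site. The paper's list of 12 h periodic genes had 5 of its genes there and the 24 h list 8. The 12 h genes were Rdh13, Ston2, Vipas39, N4bp2 and Rab3ip. The 24 h genes were Csf1, Rab21, Cpm, Caprin1, Fip1l1, BC052040, Tmem86b and Cdc42ep5. The 18 h and 30 h lists were not used here.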

We then examined genes located within 2.5 Mb of the 5′ or 3′ end of periodic LADs (523 genes). Most of these genes are expressed (437genes), among which ∼10% are periodic, yet again with no dominant period and no temporal relationship to LAD periodicity (**Figure 5A**). Thus, since most genes reside outside LADs during the circadian cycle and no specific feature was identified in periodic LADs, we then determined at each CT the relationship between genes, and in particular periodic genes, and gene distance to the nearest LAD (see Materials and Methods). We find that the minimal distance occurred at CT12 while the maximal distance was detected at CT0 and CT24/30 (**Supplementary Figure S4B**). 

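Gene-to-nearest LAD distance was computed here from the gene body to the closer LAD of the intersect, with 0 for a gene that overlaps a LAD, and without regard to strand. Over the 20807 autosomal protein-coding genes the mean distance was 16.1 Mb at NS, 14.4 Mb at CT0, 9.36 Mb at CT6, 6.76 Mb at CT12, 8.12 Mb at CT18, 8.29 Mb at CT24 and 12.1 Mb at CT30. From the LADs of single mice the mean distance was 9.19 ± 4.74 Mb (SD, n = 2) at CT0 and 5.89 ± 0.196 Mb (SD, n = 2) at CT12. It was 6.98 ± 0.689 Mb (SD, n = 2) at CT24 and 9.70 ± 0.250 Mb (SD, n = 2) at CT30. Per mouse, the CTs did not differ by more than their replicates (F ratio 0.815, exact permutation test over the 12 libraries, p = 0.558).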

We thus examined the magnitude of variations in gene-to-nearest-LAD distance occurring between CT0 and CT12 and between CT12 and CT24 (to maintain 12-h intervals in both cases during a 24 h circadian time). 

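Between CT0 and CT12 the distance to the nearest LAD decreased for 76.3% of the 20807 genes, increased for 19.7% and did not change for 3.97%. The mean distance fell by 7.59 Mb. Between CT12 and CT24 it increased for 58.5% of the genes, decreased for 35.2% and did not change for 6.26%, and the mean rose by 1.53 Mb. From replicate 1 alone the mean fell by 6.51 Mb between CT0 and CT12 and rose by 0.463 Mb between CT12 and CT24, where the distance increased for 35.4% of the genes and decreased for 57.5%. From replicate 2 alone it fell by 0.0923 Mb in the first interval, with a decrease for 48.4% of the genes, and rose by 1.72 Mb in the second, with an increase for 56.9%. Genes that share a nearest LAD move together, so that genes are not independent replicates.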

Consistent with this transient gain in LAD coverage (see **Figure 3E**) and with the gene-poor content of LADs, we observe an overall decrease in gene-to-nearest LAD distance between CT0 and CT12 (**Figure 5D**; data points in quadrants 1 and 2 and along the y axis, negative values), and for most genes, an increase thereafter, between CT12 and CT24 (data points in quadrant 2). These changes concern both periodic genes (*left panel*, green data points) and all other genes (*right panel*) regardless of the magnitude of this variation (**Figure 5D**; y axis negative values). 

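Of the 436 autosomal genes in the 12 h and 24 h lists, 78.4% came closer to a LAD between CT0 and CT12, and 60.1% moved away between CT12 and CT24. Their mean distance fell by 8.25 Mb in the first interval, where that of the other 20371 genes fell by 7.58 Mb. In the second interval the mean rose by 1.71 Mb for periodic genes and by 1.53 Mb for the others. The mean absolute change of periodic genes was 8.33 Mb and then 2.09 Mb, and that of all genes 7.68 Mb and then 1.90 Mb. The difference between periodic and other genes was not tested, since neighboring genes share their LADs. From replicate 1 alone the mean of periodic genes fell by 7.01 Mb between CT0 and CT12, and from replicate 2 alone it rose by 0.0451 Mb. Between mice of the same CT the mean distance of periodic genes had an SD of 5.03 Mb at CT0 (n = 2) and 0.0415 Mb at CT12 (n = 2).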

Of note, the magnitude of this variation (**Figure 5E**) is larger than that of the intrinsic cumulated EDD error at each CT involved (see **Supplementary Table S2**, EDD error) and larger than the LAD variation between LAD intersects and replicates (see **Supplementary Table S7**, LAD variation).

**Figure 5:**
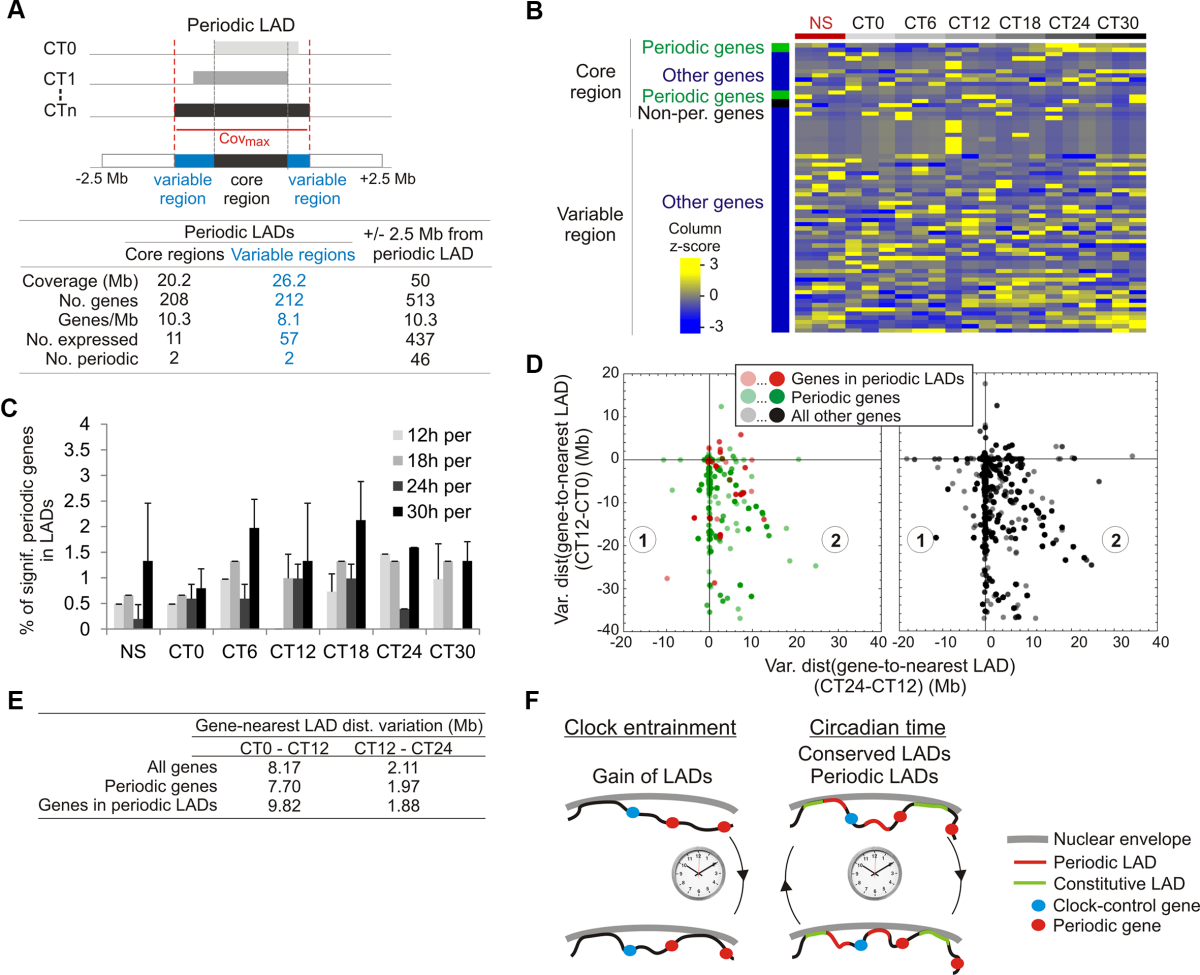
Genes in or near periodic LADs do not display periodic expression. **(A)** Representation and gene statistics of the core and variable regions of the significantly periodic LADs. **(B)** Gene expression z-score of expressed genes (n = 63) localized in significantly periodic LADs, for each CT and replicate (n = 3). Genes are sorted by groups (indicated on the left) and within groups, by phase. **(C)** Percentages of significantly periodic genes (*P* < 0.005, MetaCycle Fisher’s exact test) found in LADs at each CT. **(D)** Scatter plots of variations in gene-to-nearest LAD distances between CT0 and CT12 (y axis) and between CT12 and CT24 (x axis). One data-point represents a single gene or multiple genes at a particular coordinate on the graph, with color intensity reflecting the number of genes at that point. **(E)** Mean gene-to-nearest LAD distance variation. **(F)** Summary and model of oscillatory LAD patterns after entrainment of the circadian clock. Entrainment of the clock is accompanied by a net gain of LMNB1 LADs (bottom). During circadian time, most LADs are conserved (constitutive LADs) while a small number is periodic. Typical genomic positions of clock-control genes and periodic genes relative to these LADs are shown.

We conclude that there is no correlation between periodicity in gene expression and variation in gene-to-nearest LAD distance. This variation appears to be caused by a transient gain in the number of LADs, the functional significance of which remains to be examined. Similarly, the central clock-regulating genes are typically megabases away from the nearest LAD (**Supplementary Table S9**; **Supplementary Figure S4C**), and promoter regions of these genes are also essentially devoid of LMNB1 interaction at any CT (**Supplementary Figure S4D**).

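Of Clock, Arntl, Cry1, Cry2, Per1, Per2, Per3, Nr1d1, Nr1d2, Rora and Rorb, 10 of the 11 genes lay more than 1 Mb from the nearest LAD in the intersect of every CT, and 1, Rorb, overlapped a LAD in any library. Clock (chromosome 5 from 76209868 to 76304792) lay 1.39 Mb (CT18) to 1.92 Mb (CT24) from the nearest LAD. Arntl (chromosome 7 from 113207465 to 113314126) lay 4.40 to 17.9 Mb away. Cry1 lay 10.8 to 12.7 Mb away, Per1 4.26 to 21.7 Mb, and Nr1d1 5.17 to 5.65 Mb. Rorb (chromosome 19 from 18930605 to 19111196) overlapped a LAD in 12 of the 14 libraries, all but CT18 replicate 1 and CT30 replicate 1.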

Altogether, our results argue for a constitutive localization of circadian genes, including clock regulators, in a chromatin environment essentially devoid of B-type lamin interactions, providing permissiveness for periodic transcriptional activation during the circadian cycle (Koike et al., 2012; Kim et al., 2018). Our findings argue that oscillatory expression of periodic genes, including central clock-control genes, is uncoupled from a direct association with the nuclear lamina or from their localization in the vicinity of periodic LADs.

## Discussion

Oscillations in chromatin conformation mediated by rhythmic chromosomal interactions contribute to the regulation of circadian gene expression (Aguilar-Arnal et al., 2013; Xu et al., 2016; Kim et al., 2018; Mermet et al., 2018; Yeung et al., 2018). We now provide evidence of a net gain of lamin–chromatin interactions following entrainment of the circadian clock (NS-CT0 transition), which speculatively may reinforce the robustness of segregation of chromatin domains in the nucleus space.

Given the overall repressive chromatin environment at the nuclear periphery (van Steensel and Belmont, 2017), and evidence of cyclic recruitment and silencing of specific genes at the nuclear envelope in a human cancer cell line (Zhao et al., 2015), we reasoned that periodic gene expression could at least in part be regulated by periodic interactions with the nuclear lamina. We applied MetaCycle, a tool designed to identify periodic transcript oscillations (Wu et al., 2016), to identify periodic changes in genome coverage by LMNB1. Our approach distinguishes 5′ and 3′ LAD extension or shortening from entire LAD emergence or disappearance (**Figure 5F**). The gain of lamin–chromatin interactions between NS to CT0 is followed by periodic interactions of specific genomic regions with LMNB1, suggestive of discrete rhythmic associations with the nuclear lamina. Our ChIP approach would notably detect interactions of chromatin with nucleoplasmic LMNB1, which appear to be more euchromatic than peripheral LADs (Pascual-Reguant et al., 2018), suggesting that periodic LADs may also be nucleoplasmic. The detection of periodic LADs in our study adds to mounting evidence that chromatin is able to display oscillations in its 3-dimensional conformation (Kim et al., 2018).

Counterintuitively however, several points in our data argue that in the mouse liver, periodic gene expression is not directly coupled to oscillating or periodic chromatin associations with the nuclear lamina. (1) Genes with periodic transcript levels reside outside LADs at any time point during the circadian cycle. This notably includes *Pard3*, which has been found to be periodically recruited to the nuclear envelope in human colon cancer cells (Zhao et al., 2015), but in mouse liver is localized 15 Mb away from the nearest (and conserved) LAD. 

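Pard3 lies on chromosome 8 of mm10 from 127063893 to 127612286. Its distance to the nearest LAD ranged from 23.9 Mb (CT6) to 24.6 Mb (CT12) over the intersects of the CTs, with a median of 24.1 Mb. In single libraries the nearest LAD lay at 14.02 Mb in CT12 replicate 2 and CT18 replicate 2 and at 13.6 Mb in CT24 replicate 1, and at 22.8 to 24.6 Mb in the others. From the union of the replicates the median over the CTs was 18.6 Mb.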

(2) Similarly, our analysis reveals that central clock-control genes reside megabases away from the nearest LAD and show no promoter association with LMNB1. This configuration may keep these genes in a transcriptionally permissive (“lamin-free”) environment throughout the circadian cycle, compatible with a regulation of circadian transcription by rhythmic TF binding and activity (Koike et al., 2012; Masri et al., 2014; Zhang et al., 2015). Our results also suggest that rhythmic chromatin looping activity which may regulate gene expression within TADs (Kim et al., 2018) take place in an environment where chromatin is not restrained by nuclear lamins (Bronshtein et al., 2015). (3) Periodic genes can also flank constitutive LADs and conversely, genes with stable (high or low) expression levels may flank periodic LADs. (4) Lastly, there is no relationship between periodic gene expression and gene-nearest LAD distance during the circadian cycle. We find that periodic genes are primarily involved in chromatin regulation, transcription regulation and several metabolic functions. Our data strongly suggest therefore that the periodic LAD patterns identified here in liver cannot readily explain these oscillatory gene expression patterns. In fact, periodic hepatic gene expression as a whole appears to be uncoupled from periodic chromatin association with the nuclear lamina.

Concurring with our results, other chromatin-linked processes are uncoupled from gene expression patterns. For example, many oscillatory genes display stable chromosomal interactions (Kim et al., 2018), including promoter–enhancer contacts (Beytebiere et al., 2019) during the circadian cycle. Conversely, many expressed genes display circadian oscillations in promoter and enhancer histone modification patterns that are irrespective of whether or not these genes are periodic or not (Koike et al., 2012). These observations highlight a complex and in some instances enigmatic cross-talk between circadian transcription and rhythmic changes in chromatin states.

Our findings raise several important issues. First, periodic LADs are not a prominent feature of LMNB1–chromatin interactions during the circadian cycle. Sixty-four LADs display variations in their 5′ and/or 3′ end coverage, but we only find, using our stringent approach, ten highly significantly periodic LADs, with asynchronous oscillations between their 5′ and 3′ borders. Yet, these variations withstand a randomization test, suggesting that rhythmicity is elicited by the underlying order of CTs (i.e. circadian time) rather than by random lamin–chromatin interactions. Our findings suggest therefore that the periodic LMNB1–chromatin interactions identified here represent a small subset of all variable interactions. Nevertheless, although we find no evidence of punctual interactions of LMNB1 with individual clock-control genes or promoters, it remains possible that a subset of genes, including periodic genes, display discrete circadian interactions with LMNB1 reminiscent of those shown in cancer cells (Zhao et al., 2015). In addition, periodic LADs do not seem to harbor any evident functional properties. This contrasts with developmentally regulated B-type lamin–chromatin interactions which have been reported during differentiation of mouse embryonic stem cells (Peric-Hupkes et al., 2010). On the other hand, differential LMNB1 LADs have also been reported in hepatocarcinoma cells treated with cyclosporin, albeit with no significant changes in gene expression (Forsberg et al., 2019), akin to what we observe in the liver. It remains to be examined whether LADs, and periodic LADs in particular, described here involve a level of regulation which currently remains unappreciated.

Second, how could periodic lamin–chromatin interactions be regulated? The cistrome of circadian genes can oscillate in a manner concordant with circadian gene expression (Feng et al., 2011; Fang et al., 2014; Zhang et al., 2015), thus factors mediating lamin–chromatin interactions may also be periodically recruited to target loci. Our transcriptome data indicate that several genes encoding BTB/POZ domain proteins oscillate during the circadian cycle. These proteins share DNA binding motifs enriched in LADs (Guelen et al., 2008) and in lamin-associated sequences (Zullo et al., 2012; Lund et al., 2013), and are found in sequences able to re-localize chromatin to the nuclear lamina (Harr et al., 2015). Thus, oscillating LADs could potentially be regulated through the periodic recruitment of factors important for chromatin localization at the nuclear periphery (Shachar et al., 2015). A search for protein binding motifs in the core and variable regions of periodic LADs using several tools including HOMER (Heinz et al., 2010) and the MEME suite (Bailey et al., 2009), however, revealed no significant enrichment in known motifs which could point to protein candidates mediating these periodic lamin–chromatin interactions. Speculatively, proteins of the inner nuclear membrane or bound to the nuclear lamina, through rhythmic post-translational modifications or through their periodic recruitment to these nuclear domains, could also mediate periodic interactions by direct or indirect interactions with chromatin. A discovery of the proteome of the nuclear periphery or of interactome of nuclear lamins during the circadian cycle would be valuable in the identification of periodic association of chromatin with the nuclear lamina.

Third, what would be the significance of oscillating, or taken more broadly, variable lamin–chromatin interactions and their impact on genome architecture? Resetting of LADs immediately after entrainment of the circadian clock may strengthen the robustness of liver-specific gene expression, possibly through a marked segregation of heterochromatin from euchromatin (Solovei et al., 2013; Falk et al., 2019). Oscillations of subsets of LADs, regardless of periodicity, may alter the radial positioning of chromatin and/or confer dynamic changes in chromatin states in regions that are in 3-dimensional proximity, but not necessarily in linear proximity. These changes altogether may affect gene expression in some of these regions (Robson et al., 2016; Paulsen et al., 2019), but not necessarily in all (Forsberg et al., 2019). LAD displacement may also result in radial repositioning of topological chromatin domains (Robson et al., 2016), or of regulatory elements (Robson et al., 2017). Assessment of periodic LADs in a 3-dimensional context should shed light on the putative long-range impact of LAD dynamics on genome architecture and function.

## Data Availability Statement

Lamin B1 ChIP-seq and RNA-seq data have been deposited to the NCBI GEO database and are available under GEO accession No. GSE128675.

## Ethics Statement

Animal procedures were approved by the Norwegian Regulatory Authorities (Approval No. 8565).

## Author Contributions

FF, AB and PC designed the study. FF and QF did wet-lab experiments. TS supervised parts of these experiments. AB did the bioinformatics analyses. AB and PC supervised the work and wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

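LMNB1 ChIP-seq was analysed in liver from 14 mice, 2 NS mice and 2 mice at each of CT0, CT6, CT12, CT18, CT24 and CT30. Replicate 1 and replicate 2 of each time point are those of the deposited labels. The deposited names number the libraries 1, 2 or 3, and no sequencing date or lane is given. The files hold LADs as start and end in base pairs on mm10. The authors had mapped the reads with Bowtie, removed duplicates with Picard, down-sampled each ChIP and its input to the same depth for each chromosome, and run EDD on each mouse with GapPenalty and BinSize set to the average of repeated runs. No score, signal or count per LAD is given, so the read depth is unknown, and neither a filter on the score nor an interval for counting error could be had. The precision comes from the 2 mice per time point, given as SD with n = 2. The inputs, RNA-seq, RT-qPCR, ChIP-qPCR and Western blots were not analysed here. The reference was GRCm38.p6 with GENCODE vM21, and 0 LADs ended beyond a chromosome.

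LADs were used as deposited on all chromosomes. Coverage, number of LADs, median LAD size and bin size (the largest number of kb that divides the LAD starts lying on whole kb, without the 82 of 2845 starts that do not) were computed per library. The intersect of a time point holds the base pairs covered in both mice. Gain and loss compare the intersects of NS and CT0, and a stand-alone LAD shares fewer than 1 bp with the other time point. Coverage, LAD number, log2 median LAD size and mean gene distance were compared between the 6 CTs with an F ratio and an exact permutation test over all divisions of the 12 libraries into 6 pairs. NS and CT0 were compared with an exact two-sided permutation test of 2 mice against 2. The mean Jaccard index of replicate pairs was compared with that of other pairs by an exact one-sided permutation test over all divisions of the 14 libraries into 7 pairs. Correlations over 14 libraries used permutation tests with 100000 resamples, two-sided.

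MetaCycle was not run. Its JTK and Lomb-Scargle tests were written in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, with periods from the paper's methods. Of the JTK periods the paper lists, 0 and 6 h were left out, since such cosines take the same value at every CT. The paper combines 2 P values for LAD data, 3 for RNA-seq, 5 for RT-qPCR and 3 for Western blots, which are the numbers of mice, and 3 and 5 cannot be the number of these 2 tests. Here both mice entered 1 series and the P values of the 2 tests were combined, which is not the combination that these numbers describe. For each region of maximal coverage, the merged union of the LADs of the 12 CT libraries, the relative 5′ length is the distance from the first LAD start to the region's 3′ limit over the region's length. The relative 3′ length is the distance from the region's 5′ limit to the last LAD end over that length, and both are 0 without a LAD. JTK used cosines with periods of 12, 18, 24, 30 and 36 h at lags of 6 h, 20 cosines in all, and a null for 6 groups of 2 values with P adjusted by Bonferroni. Lomb-Scargle used 361 frequencies for periods of 12 to 48 h. The P values were combined by Fisher's method, and the mean period had to lie within 3 h of 12, 18, 24 or 30 h.

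The tests were checked on 700 simulated borders, 200 periodic and 500 flat. The JTK null for 6 groups of 2 was part of the design. Because few simulated periodic borders were called with it, a null that allows for the tied time points of each cosine (14 distinct cosines) took its place for a time. The null of the design was then restored as the main one, with a lower requirement on the share of periodic borders called, and the null for tied time points became an added alternative. This was settled before P was computed for a border of the deposited LADs. With the main null, 2%, 12% and 38.5% of the periodic borders had P below 0.05 at amplitudes of 1, 2 and 4 times the SD between replicates, and 0% of the flat borders did. With the null for tied time points the shares were 22%, 65.5% and 92.5%, and 1.8%, 0.8% and 0.6% of the flat borders. At 0.005 the main null called 0%, 0% and 4% and the null for tied time points 1.5%, 7.5% and 34% of the periodic borders. A 12 h or 18 h cosine takes 2 values at the CTs, so JTK with the main null gives it no small P. At the 3′ border of LAD 165 every length at CT6, CT18 and CT30 lay above those at CT0, CT12 and CT24. Its JTK P was 0.243. With 12 values Lomb-Scargle gives no P below 0.005 either. A combined P below 0.005 was thus out of reach for JTK periods of 12 and 18 h, and one below 0.05 for 18 h. Simulated periods were pooled, so the shares do not show it. Counts of periodic borders are thus counts from a test that makes few calls.

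Genes were the 21938 protein-coding genes of the annotation, ascribed to a LAD by the transcription start site. The 12 h and 24 h periodic genes were those of the paper's Table S5, as the 18 h and 30 h lists and Table S4 were held in part. Shares in LADs were compared with Fisher's exact test against all other protein-coding genes, with Benjamini-Hochberg adjustment over the 14 tests. That test takes genes as independent, though neighboring genes share LADs. An expressed background was not analysed here. Gene-to-nearest LAD distance was measured from the gene body to the closer LAD and set to 0 where they overlap, whereas the paper measures from each gene end with regard to strand and takes the neighboring LAD for a gene inside a LAD.

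The LADs and genes named in the text were set by a rule: the 10 LADs of Table 1, the region on chromosome 10 of Figure 3A, the 3 borders with the smallest combined P, and clock genes with Pard3, Zbtb40, Zbtb7b, Zfp608 and Lmnb1. The distance to the nearest LAD over the CTs was 9.85 to 24.2 Mb for Zbtb40, 1.36 to 34.9 Mb for Zbtb7b, 5.26 to 16.3 Mb for Zfp608 and 7.08 to 14.5 Mb for Lmnb1. Periodic genes within 2.5 Mb of the LADs of Table 1 were named after they were seen. Alternatives covered the size of LADs, the chromosomes used, the union of replicates, single replicates, a replicate block, the measure of overlap, the definition of stand-alone LADs and of maximal coverage, and the tests of periodicity. Figures were drawn with Matplotlib 3.10.9.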

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

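The test for the LADs on chromosome Y was chosen after they were seen. The paper does not report LADs on chromosome Y. They appear in CT6 replicate 2 (0.935 Mb in 1 LAD), CT18 replicate 2 (3.13 Mb in 5 LADs) and CT24 replicate 2 (20.1 Mb in 7 LADs), 3 of the 14 libraries, and were picked out as a signal outside the regions the paper discusses. No library can be taken as a control without a chromosome Y, since the sex of the animals is given both ways. The files give no counts, so there is no background level to compare these LADs with. All 3 are replicate 2 libraries that the deposited names number 2, and the other 2 libraries so numbered have none. The source field of the labels names female mice, while the paper states male mice. A sex other than the one in that field may account for the LADs, but finding them in 3 libraries restates the pattern and decides nothing. The explanations cannot be told apart with LAD positions alone: the sex of the animals, which was not tested, reads shared between chromosome Y and related sequence elsewhere, and a difference in preparation between libraries all stay open. The absence of LADs from chromosome Y in 11 libraries excludes no sex, since LADs need not be called on every chromosome. Chromosome X has no LAD in 4 libraries, all of replicate 1 (CT0, CT6, CT18 and CT24).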

How the results depend on the processing

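The alternatives were chosen before the data were examined, except for those named next. The JTK null for tied time points was added after the design was fixed and before P was computed for a border. The plane and the line on bin size, the adjusted P with that null, the combination of P from each replicate's own series, and the removal of receptor genes were chosen after the data were seen. Of the alternatives set in advance, 116 values kept their direction and their side of the threshold or moved by less than the spread between replicates. A further 1 was weaker, 3 were stronger, 33 moved and 1 was reversed. Some of the 116 could not change, such as the counts of periodic borders among autosomes, with adjusted P or from series of 6 values. Of the alternatives chosen later, 7 gave the same result, 1 was weaker and 3 were stronger. The cause was not tested for any of the changes below, unless stated.

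With LADs of at least 1 Mb only, the exact permutation p of LAD coverage across CT0 to CT30 was 0.0245, past the threshold, where the alternatives ranged from 0.0245 to 0.113. The correlation of coverage with median LAD size was -0.465 (permutation p = 0.0928), no longer past it. Coverage of the CT12 intersect was 447 Mb and the change from CT12 to CT30 -142 Mb. That alternative removes small LADs by construction.

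With the union of the replicates, coverage was 603 Mb at NS, 659 Mb at CT0, 645 Mb at CT6, 643 Mb at CT12, 765 Mb at CT18, 697 Mb at CT24 and 486 Mb at CT30. A union is never smaller than the intersect. The change from CT0 to CT12 was reversed, at -15.7 Mb, and the mean overlap of consecutive time points was 0.703.

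From 1 replicate at a time, coverage ranged from 335 to 527 Mb at NS, 424 to 575 Mb at CT0, 495 to 584 Mb at CT6, 553 to 586 Mb at CT12, 618 to 663 Mb at CT18, 540 to 631 Mb at CT24 and 392 to 405 Mb at CT30. The change from CT0 to CT12 ranged from 11.4 Mb (without replicate 1) to 129 Mb (without replicate 2), and that from CT12 to CT30 from -194 to -148 Mb. LAD loss at CT0 ranged from 44.1 to 74.1 Mb, LAD gain from 92.6 to 163 Mb and the net gain from 48.5 to 88.5 Mb. The range of coverage over the CTs was 226 to 271 Mb. An F ratio cannot be had from 1 mouse per time point. The consecutive overlaps ranged from 0.525 to 0.779 for NS to CT0, from 0.572 to 0.706 for CT0 to CT6, from 0.639 to 0.740 for CT6 to CT12, from 0.708 to 0.743 for CT12 to CT18, from 0.626 to 0.745 for CT18 to CT24 and from 0.481 to 0.580 for CT24 to CT30.

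With the replicate number as a replicate block, the exact permutation p of coverage was 0.113. The difference in Jaccard index was 0.0347 (exact one-sided permutation p = 0.0530). The difference of 68.5 Mb between NS and CT0 had an exact permutation p of 0.5. That is the smallest p the block allows for 2 mice against 2, so it decides nothing. The block gave 0 periodic borders at either threshold. The replicate numbers of the labels showed little pairing of the mice. Over bins of 1 Mb the replicate differences of 2 time points correlated between -0.183 and 0.518, with a median of 0.0469. Of 21 pairs of time points 6 were above 0.1. Neither pairing nor a block was tested by the number in the deposited names. The permutation tests of overlap and of coverage thus do not allow for that number.

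For periodic LAD borders the F test of a cosine gave 3 borders below 0.005 and 48 below 0.05, and the other alternatives set in advance gave 0. Autosomes, adjusted P and series of 6 values could give no other count, nor could Lomb-Scargle alone at 0.005. Of the later ones, the JTK null for tied time points gave 11 borders below 0.05, and relative lengths after a line on log2 bin size gave 1. At 0.005 these gave 0. After a plane on the bin sizes of each pair, the difference in Jaccard index was 0.0360 and past the threshold (exact one-sided permutation p = 0.0148). Without olfactory and vomeronasal receptor genes, 8 of 14 tests of periodic genes in LADs had an adjusted p below 0.05, where the alternatives set in advance gave 13 to 14. The filter on an EDD score was not run, as the files give none. The read depth is unknown, so what it limits cannot be said.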

Differences from the paper's values

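The paper reports 10 LADs with a periodic border at P below 0.005, and 0 were found here. By the P values of the paper's Table S8 its 10 marked borders are those in a period group with P below 0.05, and 0 were found here at that threshold as well. Of the alternatives set before the data were examined, the F test of a cosine gave 3, and JTK alone, Lomb-Scargle alone, the mean of the replicates, either replicate alone, the replicate block, all other definitions of maximal coverage, LADs of at least 1 Mb, autosomes and adjusted P gave 0, so none closed the gap. The mean of the replicates and either replicate alone leave series of 6 values. No power was simulated for such series, so their count of 0 decides nothing. The JTK null for tied time points, chosen after the design was fixed, gave 0 as well. At P below 0.05, a threshold chosen after the paper's Table S8 was seen, that null gave 11 borders at 11 LADs, within 1.5 times of the paper's 10, and 4 of the 10 borders of Table 1 were below 0.05. Of 101 assignments of the libraries, the real one included, 8 gave as many borders, and of 101 orders of the CTs 32 did. The numbers of P values the paper combines equal its numbers of mice in each assay, and combining the P values of each mouse's own series, chosen after the data were seen, gave 0 at P below 0.005 and at P below 0.05. With 6 values per mouse no combined P below 0.05 was possible, so that 0 does not test the paper's combination.

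At P below 0.05 the paper reports 77 periodic borders, of which 30 are 5′ and 47 are 3′, with 13 LADs periodic at both borders and 64 distinct LADs. Here all of these counts were 0, with 1 border below 0.05 at a period outside the groups. For a JTK period of 18 h a combined P below 0.05 was out of reach with the main null. By the P values of the paper's Table S8 its 77 borders are those in a period group with P below 0.5, and 33 were found here at that threshold. The F test of a cosine gave 48 borders against the paper's 77. The other alternatives set before the data were examined gave 0, so that none closed the gap. Among these, autosomes and adjusted P could give nothing but 0, given the main count of 0. The mean of the replicates and either replicate alone had series of 6 values, which allow no combined P below 0.05. With the JTK null for tied time points, chosen after the design was fixed, 11 borders had P below 0.05, 4 of them 5′ and 7 of them 3′, at 11 LADs, with 0 LADs at both borders. At P below 0.5, a threshold chosen after that table was seen, the null for tied time points gave 83, of which 36 were 5′ and 47 were 3′, with 13 LADs at both borders and 70 LADs, within 1.5 times of the paper's counts. Random orders of the CTs gave a median of 85 borders with the null for tied time points, and 58 of 101 orders and 20 of 101 assignments gave as many as the real 83. With the main null 66 of 101 orders and 26 of 101 assignments gave as many as the real 33.

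In the paper's Table S8 the marks follow the column of P values at thresholds 10 times those they name. The mark for P below 0.005 is on the 12 borders with P below 0.05, 10 of them in a period group, and the mark for P below 0.05 is on the 116 borders with P below 0.5, 77 of them in a period group. The 12 borders marked for P below 0.005 have P up to 0.0401, the lowest P without this mark is 0.0524, and 3 borders have a P below 0.005. Of the 10 marked borders in a period group, 2 have a P below 0.005. The 116 borders marked for P below 0.05 have P up to 0.497, and the lowest P without this mark is 0.503. These are the paper's values. Over the 626 borders the rank correlation of the paper's P with the P computed here, across borders that are not independent, was 0.950 with the main null and 0.962 with the null for tied time points. It was 0.375 with P combined from each mouse's own series, where a series has 6 values.

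The paper places Pard3 at 15 Mb from the nearest LAD, and the median over the CTs was 24.1 Mb here. With the union of the replicates, set before the data were examined, the median was 18.6 Mb, within 1.5 times of the paper's value. With LADs of at least 1 Mb (24.1 Mb), without replicate 1 (24.0 Mb) and without replicate 2 (23.9 Mb) the gap did not close. The paper measures from each end of the gene with regard to strand, which was not done here.

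The paper describes a rise in LAD coverage to CT12 and a decrease afterwards. The intersect at CT18 covered 515.8 Mb, above the 496.1 Mb at CT12, and CT18 was also above CT12 in replicate 1 (617.9 against 553.2 Mb) and in replicate 2 (663.0 against 586.3 Mb).

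The paper gives the largest gene-to-nearest LAD distances at CT0 and at CT24 and CT30. The mean distance at CT24 was 8.29 Mb here, below CT0 (14.4 Mb), CT30 (12.1 Mb) and CT6 (9.36 Mb), and next above CT18 (8.12 Mb).

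The paper states that the LADs of Table 1 withstand its randomization of replicates and CTs. The reassignments computed here are a test that differs from the paper's. For 5 of the 10 borders 5 or fewer assignments, the real one included, gave a P as small. Up to 17 assignments did so for the others. The paper picked these LADs for a small P in the same libraries, so these counts neither back nor contradict its statement.

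Table 1 and Table S8 of the paper differ for 3 LADs. For LAD 36 Table 1 names the 5′ border with a period of 18 h, and Table S8 gives that border a period of 15 h, outside the groups, and the 3′ border one of 18 h. For LAD 59 Table 1 names the 5′ border, and in Table S8 the 3′ border is marked and the 5′ border is not. For the 5′ border of LAD 262 Table 1 gives 12 h and Table S8 gives 18 h. Here P at LAD 36 was 0.695 at the 5′ border and 0.480 at the 3′ border, P at LAD 59 was 0.776 and 0.106, and the mean period at the 5′ border of LAD 262 was 23.5 h.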

Other observations

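The tests of bin size against LAD coverage, and against its relation with the number of LADs, were chosen after the result was seen. So were the tests of the overlap of 3 libraries, and the counts over assignments and orders with the JTK null for tied time points. The tests of LAD borders and of gene distance against bin size, and the counts over assignments and orders with the main null, were set before their result was seen.

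The bin size of the LAD calls differed between libraries, from 4 to 61 kb. Over the 14 libraries 3 relations with log2 bin size were computed. A coarser bin went with fewer LADs (Pearson r = -0.938, permutation p = 2e-05, adjusted p = 3e-05; Spearman rho = -0.950, permutation p = 2e-05, adjusted p = 3e-05; r = -0.933 without the 2 libraries farthest from the median). It went with a larger median LAD size (r = 0.922, permutation p = 2e-05, adjusted p = 3e-05; rho = 0.933, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 3e-05; r = 0.895 without 2 libraries). It went with lower coverage (r = -0.729, permutation p = 0.00411, adjusted p = 0.00411; rho = -0.616, permutation p = 0.0214, adjusted p = 0.0214; r = -0.833 without 2 libraries). Within replicate 1 the relation with coverage was r = -0.722 (exact permutation p = 0.0631; rho = -0.786, exact permutation p = 0.0480) and within replicate 2 r = -0.690 (exact permutation p = 0.0925; rho = -0.288, exact permutation p = 0.525). Among the 6 libraries numbered 1 r was -0.931 (exact permutation p = 0.0125; rho = -0.829, exact permutation p = 0.0583). The 9 libraries with bins of 20 kb or less covered 526.5 to 663.0 Mb and the 5 with coarser bins 335.3 to 495.2 Mb. Over the 7 time points 2 more relations were computed: the coarser bin of the pair against intersect coverage (r = -0.899, exact permutation p = 0.0107; rho = -0.857, exact permutation p = 0.0238; r = -0.970 without 2 time points) and against the Jaccard index of the replicates (r = -0.848, exact permutation p = 0.0121; rho = -1, exact permutation p = 0.000397; r = -0.753 without 2 time points). Over all 91 pairs of libraries the Jaccard index fell with the coarser bin size (r = -0.856, Mantel permutation p = 0.0001, the smallest the permutations can give) and with the difference in bin size (r = -0.459, Mantel permutation p = 0.0006).

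Bin size is a candidate explanation for part of the difference in coverage between libraries, given r = -0.729. Whether it accounts for the whole difference between the CTs stays open: the exact permutation p of the coverage across CT0 to CT30 was 0.0760, and 0.0543 after a line on log2 bin size, and neither is past 0.05. EDD estimates the bin size from each dataset, so bin size may itself follow read depth or signal, which the files do not give, and a change in LMNB1 binding with time stays open as well. The relation of coverage with the number of LADs fell to r = 0.196 (permutation p = 0.503) with log2 bin size held fixed. The number and log2 bin size had r = -0.938, so that fall does not tell whether bin size sets both. Coverage was among the measures related to bin size above, so these tests are not independent of one another.

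The 3 libraries numbered 3 in the deposited names, NS replicate 2, CT0 replicate 2 and CT12 replicate 1, had Jaccard indices of 0.779 to 0.822 with one another, with a mean of 0.803, although they come from different time points. The highest index of a replicate pair was 0.771. Of all trios of the 14 libraries a share of 0.00275, this trio alone, had a mean as high. The trio was noticed by these indices, so its rank restates the pattern and does not speak for a shared preparation. These libraries also have the finest bins, 4, 4 and 5 kb. Among the 9 libraries with bins of 20 kb or less the share of trios as high was 0.0119, again this trio alone. That share decides nothing either, since the trio was already the highest of all and its 3 libraries have the finest bins of the 9. In a test chosen after that one, with a plane on the bin sizes of each pair, a share of 0.764 of the trios had a mean as high once the plane was taken away. That plane was fitted on the same pairs, the trio included. A shared preparation cannot be told apart from bin size, since the libraries numbered 3 are those with the finest bins. A graded relation with bin size stays open, and so does a biological likeness between mice of these time points, which was not tested.

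Relative LAD lengths followed log2 bin size with an absolute r above 0.6 at 155 of 702 borders (22.1%), with a negative r at 152 of them. In 100 random assignments of the bin sizes to the 12 libraries the median was 14 borders and the highest count 101 borders. Bin size is a candidate source of part of the variation in LAD length. Neighboring borders share libraries, so the 155 borders are not independent.

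The mean gene-to-nearest LAD distance of a library rose with log2 bin size over the 14 libraries (r = 0.877, permutation p = 1e-05, the smallest the permutations can give; rho = 0.887, permutation p = 6e-05; r = 0.906 without the 2 libraries farthest from the median). Within replicate 1 r was 0.887 and within replicate 2 0.825. The change in distance between CT0, CT12 and CT24 could follow the bin sizes of those libraries, as well as a change of LADs with time, which stays open.

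Other splits of the samples gave the following counts of periodic borders. With the main null the real count was 0 at P below 0.005 and at P below 0.05, so that all 101 assignments, the real one included, gave as many at either threshold, and all 101 orders of the CTs did so at 0.05. These counts are fixed by a real count of 0, and 30 of 100 random assignments and 54 of 100 random orders gave more. With the JTK null for tied time points 8 of 101 assignments gave as many as the real 11 borders, a share above 0.05, and 32 of 101 orders did so. The highest count was 35 among the random assignments and 17 among the random orders. The 3′ border on chromosome 18 from 21660001 to 23480000 had the smallest combined P, 0.00993, and no random assignment gave it a smaller one, but it is the smallest of 702 borders. With the null for tied time points its P was 0.00173 and the smallest adjusted P over all borders was 1.

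Olfactory and vomeronasal receptor genes make up 274 and 47 of the 449 protein-coding genes in the LADs of Table 1. No biological explanation was tested for it.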
